# Comparative transcriptome analysis reveals the genetic basis of coat color variation in Pashmina goat

**DOI:** 10.1038/s41598-019-42676-y

**Published:** 2019-04-23

**Authors:** Basharat Bhat, Ashutosh Singh, Zaffar Iqbal, Jai K. Kaushik, A. R. Rao, Syed Mudasir Ahmad, Hina Bhat, Aadil Ayaz, F. D. Sheikh, Shalini Kalra, Syed Shanaz, Masood Salim Mir, Pawan Kumar Agarwal, Trilochan Mohapatra, Nazir A. Ganai

**Keywords:** Bioinformatics, RNA sequencing, Genetic databases

## Abstract

The genetics of coat color variation remains a classic area. Earlier studies have focused on a limited number of genes involved in color determination; however, the complete set of trait determinants are still not well known. In this study, we used high-throughput sequencing technology to identify and characterize intricate interactions between genes that cause complex coat color variation in Changthangi Pashmina goats, producer of finest and costly commercial animal fiber. We systematically identified differentially expressed mRNAs and lncRNAs from black, brown and white Pashmina goat skin samples by using RNA-sequencing technique. A pairwise comparison of black, white and brown skin samples yielded 2479 significantly dysregulated genes (2422 mRNA and 57 lncRNAs). Differentially expressed genes were enriched in melanin biosynthesis, melanocyte differentiation, developmental pigmentation, melanosome transport activities GO terms. Our analysis suggested the potential role of lncRNAs on color coding mRNAs in *cis* and *trans* configuration. We have also developed online data repository as a component of the study to provide a central location for data access, visualization and interpretation accessible through http://pcd.skuastk.org/.

## Introduction

Coat color variation is regarded as the ensign of domestication^1^ and a defining characteristic of some breeds. Apart from the aesthetic appeal, coat color in domestic animals has many fold significance. Intriguingly, the genes responsible for the pigmentation are also pleiotropic in their effect on traits affecting animal health. Uncovering the genetics of coat color is of paramount importance for genomic selection and molecular breeding of fur and fiber-bearing animals. Interestingly, the abounding diversity in mammalian coat color has a deceptively simple origin linked to the type of melanin produced in melanocytes. There are two types of pigments eumelanin and pheomelanin^2^. The coat color variation results from a complex interplay of the produced melanins, their ratio (eumelanin and pheomelanin), the intensity of the pigmentation and the distribution of the pigment along hairs. The coat color of an animal is determined by the distribution and activity of melanocytes in the body.

Studies to decipher the genetics of coat color in mammals began right at the dawn of 20th century immediately following the rediscovery of Mendel’s Laws^3^. Most of the information comes from experiments on mice and rat and more than 150 genes affecting coat color have been discovered so far^1^. Three major mechanisms defining coat color variation have been identified; i) melanocyte migration and differentiation ii) melanocyte signaling and regulation and iii) melanin production and transport. Major genes have been discovered for spatial and temporal pigment-type switching (*MC1R, ASIP, DEFB300*), pigment diluting (*TYR, TYRP1, PMEL17*) and genes responsible for migration and survival of melanocytes (*BTA3, KIT, MITF, KITLG*)^3^. The current challenge to identify and characterize intricate interactions between genes to cause complex color variations needs a deeper insight. Recently the hunt for genetic networks responsible for the coat color has relied on RNA-sequencing in sheep^4^ and dog^5^. Whole transcriptome sequencing has enabled the discovery of all the coding and non-coding^6^ transcriptional units leading to understanding the global and temporal control of genetic networks and the ensuing processes.

For wool and fur type animals the coat color is one of the most defining economic traits. Understanding the gene networks and metabolic pathways controlling the coat color should help in devising effective breeding strategies for high quality and quantity of precious animal fiber like Pashmina. In the present study, we investigated the differentially expressed transcripts (mRNA and lncRNA), the relationship between lncRNAs with their target mRNA (in *cis* and *trans* configuration) and explored pathways and biological processes that might have caused the variation in the Pashmina coat color. The results provided several candidate genes and lncRNAs that might play an important role in the Pashmina coat color and pigmentation. Some of the highly differentially expressed genes (DEGs) were validated by qPCR.

## Materials and Methods

### Ethics statement

This study was approved by Animal Welfare and Ethics Committee of the Sher-e-Kashmir University of Agricultural Science and Technology of Kashmir (SKUAST-K). As per the guidelines of the committee, the skin samples were collected aseptically using biopsy punch under local anesthesia with minimal pain and discomfort to the animal.

### Experimental design and sampling

Six Pashmina goats (two brown, two white and two black) of the same age (26 months) and sex (doves) were selected for sampling from the SKUAST-Kashmir goat farm located in the northern Himalayas (Satakna, Ladakh) at an altitude of 12000 feet above mean sea level. The skin samples were collected from the flanking region of each goat at the same time point. Prior to sampling, the sampling site was sheared, shaved and locally anesthetized with 2% lignocaine. Approximately 7 mm diameter skin samples were harvested aseptically with a single-use skin biopsy punch. The skin samples were rinsed in the DEPC treated water, chopped with a fresh surgical scalpel blade and then transferred into the microfuge tubes containing RNA later solution. The samples were incubated with RNA-later solution for three hours at room temperature and then, transferred to the liquid nitrogen container till further processing.

### Total RNA extraction, library construction and sequencing

Trizol reagents (Invitrogen, USA) was used to extract total RNA from skin samples as per the manufacturer’s guidelines. RNA samples with RIN value greater than 8.0 and an OD 260/280 ratio greater than 1.7 were selected for RNA-sequencing. For subsequent library preparation and sequencing RNA samples were stored at −80 °C. Approximately 4 µg of total RNA was used to prepare the RNA sequencing library using the TruSeq RNA Sample Prep Kits (Illumina) as per the kit protocol. Agilent-tape station plots were used at every step to assess mRNA quality, enrichment success, fragmentation sizes, and final library sizes. Finally, the amplified fragments were sequenced using Illumina HiSeq^TM^ 2500 to obtain 2 × 100 bp paired-end reads.

### Mapping reads to the reference genome

The raw reads from all six samples were cleaned by removing the adapters, low-quality reads and those containing undermined bases. Cleaned reads from all samples were subjected to quality control analysis with FastQC^7^. The cleaned reads (quality scores >20 and length >25) were aligned to the reference genome of domestic goat^8^ (*Capra hircus*) downloaded from National Centre for Biotechnology Information – NCBI. The Bowtie program v2.2.6^9^ was used to build the index of goat reference genome, whereas the reads were assembled by using the Tophat program v2.1.0^10^. We allowed up to 1-mismatches in the seed region and reported all the multiple mapped positions. Of all the filtered reads, about 82–87% of reads in all the samples were properly aligned to the reference genome.

### Identification of differential expressed genes and gene enrichment analysis

Cufflinks package v2.2.1^11^ was used for transcripts assembly and abundance measurement. Each assembled transcript was expressed as fragments per kilobase of exon per million (FPKM) fragments mapped. Finally, we estimated relative gene expression and identified DEGs by using CuffDiff program. DEGs between three sets of samples were screened based on the threshold of P-value < 0.05 and absolute log2 (fold change) ≥1. Significantly, dysregulated genes were mapped to each term of GO database^12^. The hypergeometric test was used to identify significantly enriched GO terms against genome background (*Bos taurus*), where Bonferroni corrected P-value < 0.05 was used as a threshold. To further evaluate the biological significance of the DEGs, the KEGG pathway enrichment analysis was performed.

### Coding potential calculation and lncRNA-target gene prediction

To achieve high-quality data, we utilized *Coding-Non-Coding-Index* (CNCI)^13^, *Coding potential calculator* (CPC)^14^, *PFAM*^15^, and *PLEK*^16^ to distinguish long non-coding RNA from mRNA. These programs are based on different philosophies to distinguish coding and non-coding sequences. Transcripts anticipated with coding potential by any of the four tools were filtered out, and final dataset contained transcripts shared by four tools as potential lncRNAs.

To investigate the function of identified lncRNAs, we predicted their target genes in the *cis* and *trans* configuration using the in-house developed Perl scripts. We sought coding genes in the range of 100 kb upstream as well as downstream of the identified lncRNA for *cis* role. The *trans* role alludes the impact of lncRNA on mRNA at the expression level.

### Confirmation of differentially expressed mRNAs with qPCR

To confirm the RNA-sequencing analysis results, we selected nine genes which are primarily related to melanin biosynthesis and pigmentation for validation through quantitative reverse transcription PCR (qPCR); these genes included *ASIP, GNAQ, WNT3A, KIT, KITLG, PMEL, TRY, TRYP1* and *DCT*. cDNA was synthesized from 0.5 μg of the same total RNA used in RNA sequencing using the Revert Aid First Strand cDNA Synthesis Kit (Thermo Scientific, USA) as per the manufacturer’s protocol. qPCR reactions were run on Roche Lightcycler 480 II in a 20-μl reaction containing 0.5 μl of cDNA template, 10 μl of 2× SYBR Green Master Mix, 0.3 μl of each primer (10 μmol/μl) and nuclease free water 8.9 μl. The amplification program consisted of one cycle at 95 °C for 10 s, followed by 40 cycles of 95 °C for 15 s and 55 °C for 34 s. The qPCR reactions for each gene were performed with three replicates. Relative gene expression was normalized to the expression of goat *GAPDH* and fold change were calculated with the 2^−ΔΔCT^ method^17^. *GAPDH* were initially tested and shown to be stable under the experimental conditions. The primers used for the qPCR are listed in Supplementary Table 1.

### Pashmina coat color database

All data are made available online through an intuitive, user-friendly and interactive web interface running on XAMPP server. PHP v5.6 and Perl v5.6 were used for server-side programming, MySQL v5.7 for data storage and AJAX (Asynchronous JavaScript and XML) for data retrieving from the database.

## Results

### Alignment of sequencing reads

From six samples, we obtained a total of 60.20 Gb RNA-seq data, all sequence data were at 2 × 100 bp length (43,868,700 to 59,356,541 PE reads per sample). 

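Hair gets its colour from melanocytes in the follicle, which make melanin inside melanosomes and pass it to the growing shaft. A punch biopsy of the flank holds these pigment cells together with keratinocytes, fibroblasts, glands, vessels and immune cells. A transcript level measured in it is therefore an average over all of these cells, and a change can come from gene regulation within a cell type or from a change in the share of that type. RNA was measured in the skin of 6 female goats aged 26 months, 2 white, 2 brown and 2 black. The authors deposited 1 comparison table from CuffDiff with 26938 loci. For each locus and each pair of colours it gives the FPKM of both colours, a log2 fold change, a test statistic, a p-value and a q-value. Each FPKM combines the 2 goats of a colour, so no values per goat and no errors of single FPKM values are given. No difference between colours could therefore be set here against the spread between goats. An error enters only through the authors' test statistics, p-values and q-values. An FPKM does not give the number of fragments behind a gene, so the depth behind single values is unknown. The log2 ratios were computed from the FPKM values of the colours, and a gene is counted as a DEG where the authors' deposited p-value is under 0.05 and the absolute log2 ratio is at least 1, the thresholds stated in the methods. The authors tested 14358 loci between white and black, 14506 between brown and white and 14131 between brown and black. Their q-values equal a Benjamini-Hochberg adjustment over all 42995 of these tests to within 5.26e-07. FPKM was above 0 at 19447 loci in white, 19220 in brown and 19038 in black skin. Positions are those of the deposited table, whose genome build the paper's text does not name. Chromosomes were assigned from the gene names that each sequence shares with a later goat annotation.
The ratios to black were shifted as a whole. Among tested genes with an FPKM of at least 1 in both colours, the median log2 ratio was 0.23 for white over black, 0.20 for brown over black and -0.03 for brown over white. Ratios described as relative to the median have this value subtracted. The shift changed with the span of the locus, the distance from its start to its end with introns included. For white over black the median was 0.05 at loci of up to 3 kb and 0.65 at loci over 100 kb, and for brown over black it was 0.01 and 0.54. Between brown and white it was -0.03 and -0.12. Several pigment genes, among them KITLG, MITF, TYR, GNAQ, MYO5A and LYST, lie in loci over 100 kb, and their ratios are given below also after the median of loci of similar span was subtracted.

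**Figure D1:**
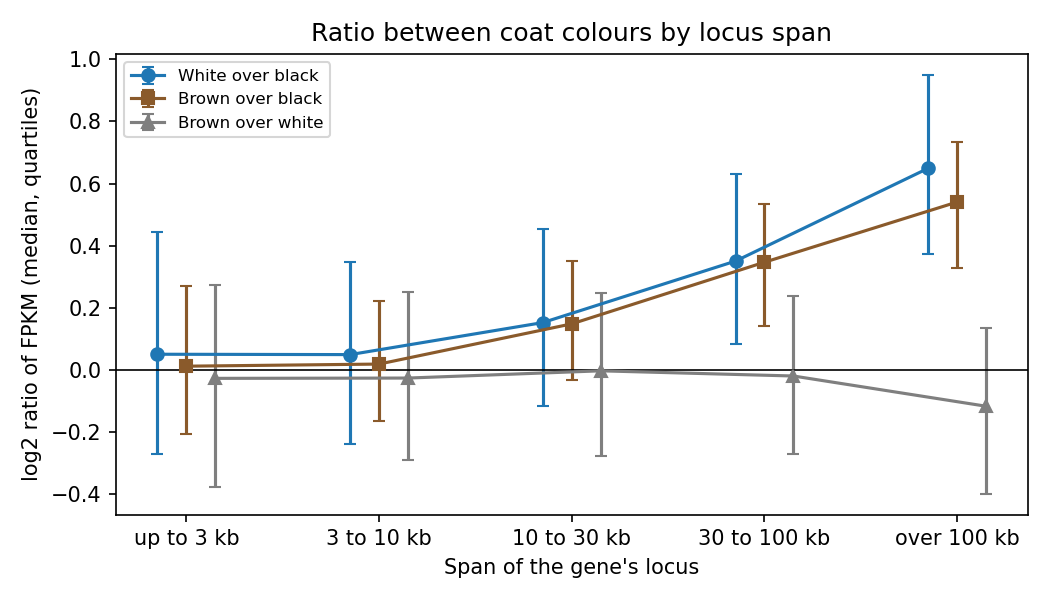
Log2 ratio of FPKM (vertical axis) by span of the locus in kb (horizontal axis) for white over black, brown over black and brown over white. Points are medians and bars run from the lower to the upper quartile of the genes with an FPKM of at least 1 in both colours; at loci over 100 kb the median reaches 0.65 for white over black.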

Cleaned reads were aligned to the *Capra hircus* genome assembly downloaded from NCBI server by using the TopHat2 programs. Quality control and alignment statistics provided in Supplementary Table 2 suggest sequencing data were of high quality and uniform among all sets of samples. The percentage of reads mapped to the reference genome were similar between all groups suggesting that there were no sequencing biases in the data.

### Differentially expressed coding and long non-coding RNA

We obtained a total of 2479 DEGs, of which there were 57 lncRNA and 2422 mRNA (Supplementary Table 3) from the pairwise comparison of samples (i.e. black vs white, white vs brown and brown vs black) as shown in Fig. 1. In addition, approx. 7% (171 transcripts) of mRNAs were unclassified and unannotated (Supplementary Table 3). 

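The pigment genes ASIP and TYRP1 had some of the largest ratios between the colours, but not a q-value under 0.05. White and black skin differed at 1427 DEGs, of which 1218 were higher and 209 lower in white. Brown and white skin differed at 680, with 194 higher and 486 lower in brown, and brown and black at 372, with 288 higher and 84 lower in brown. The sum of 2479 holds 1784 different loci. These counts use the authors' unadjusted p-values. At the q-values of the authors' deposited table, 643, 242 and 80 of them remained. The share of higher genes depended on the scale. With ratios taken relative to the median and the authors' p-values of the unscaled ratios kept, 732 genes were higher and 289 lower in white than in black, and 160 higher and 106 lower in brown than in black. With the median of loci of similar span subtracted, the counts were 554 and 250 for white and 99 and 95 for brown. With a median of 14 reference genes in place of that of all genes, the excess in white over black grew, to 1642 higher and 155 lower, while 105 genes were higher and 789 lower in brown than in white, and 188 higher and 100 lower in brown than in black. At an absolute log2 ratio of at least 2, 129 genes were higher and 46 lower in white than in black, and 19 higher and 23 lower in brown than in black.
Of the genes with a q-value under 0.05 and a symbol that does not start with LOC, the calcium-binding protein S100A8 fell most in white, from 912 FPKM in black to 19.6, a log2 ratio of -5.54. S100A12 (log2 ratio -4.24), the epithelial keratin KRT4 (-3.60), MS4A8 (-3.43), SDS (-3.16), the pentraxin PTX3 (-3.15) and P-selectin, SELP (-3.12), followed it. Among the same genes the collagen COL6A5 rose most, from 2.51 FPKM in black to 107 in white, a log2 ratio of 5.41. It was followed by TNFRSF11B, a decoy receptor of the TNF family (5.21), and FCGBP, a secreted mucus protein (4.12). Between brown and white skin, again among genes with these limits, the collagenase MMP1 rose most (30.3 FPKM in brown, 1.30 in white, log2 ratio 4.54) and COL6A5 fell most (log2 ratio -3.89). Between brown and black skin, with the same limits, the transcription factors FOSB and FOS rose most (log2 ratios 2.54 and 2.53), and C28H10orf99 (-3.01) and SELP (-2.69) fell most.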

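Symbols that start with LOC mark genes that have been predicted from sequence and carry no name. They stood for 585 of the 2479 calls, or 23.6%. A later goat annotation lists 387 of these 585 as protein coding and 55 as lncRNA, and 131 have no entry in it under the same symbol. Of all calls, 2397 fall in protein-coding genes and 55 in lncRNA genes when the class is read from that annotation and, for symbols missing there, from Supplementary Table 3. In Supplementary Table 3 the lncRNA entries name 41 different lncRNAs. The later annotation lists 28 of these as lncRNA and 3 as another class, and 10 have no entry in it.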

Supplementary Table 4 summarizes list of genes that may mediate fiber coloring in Pashmina goats.

**Figure 1:**
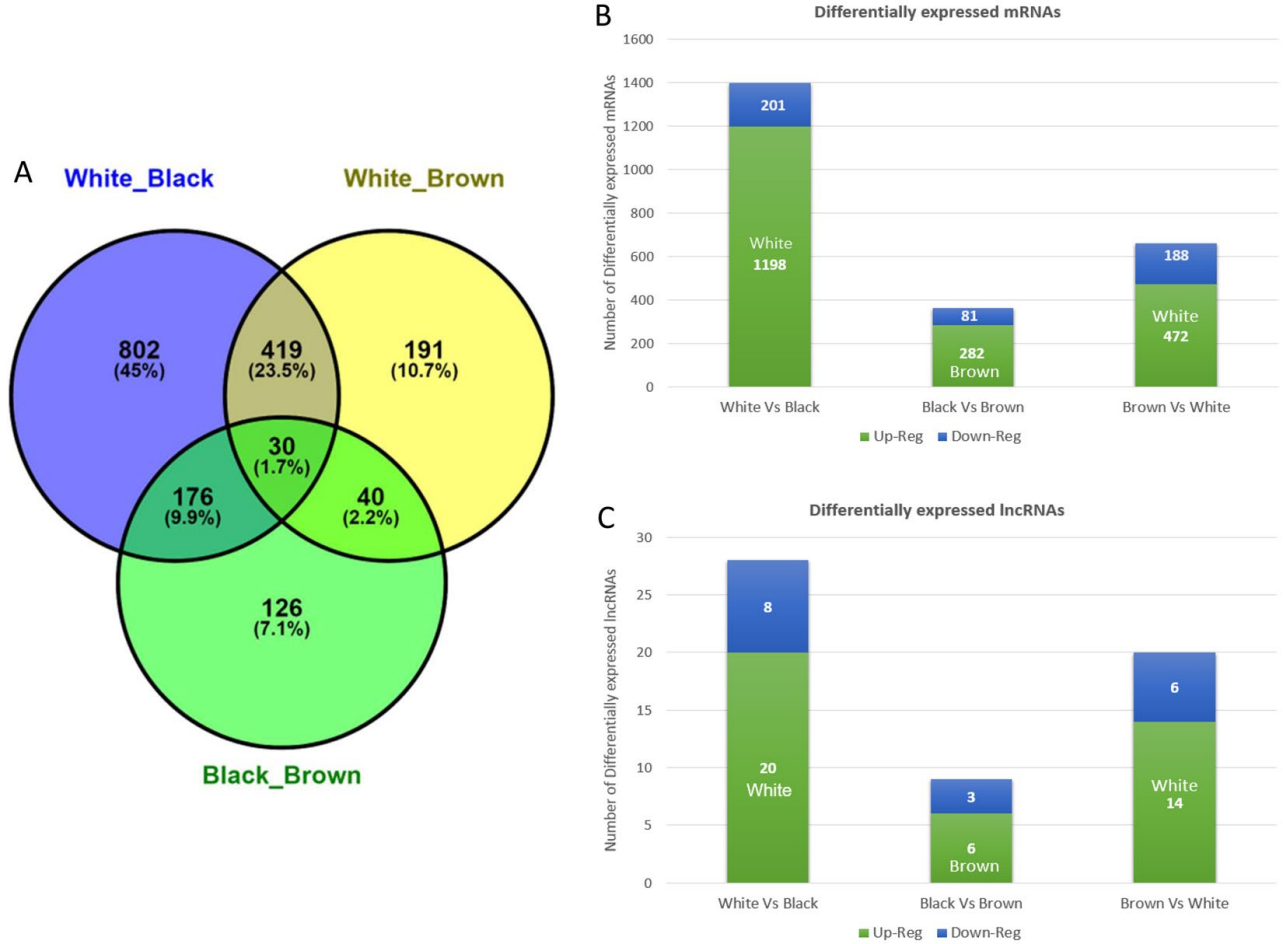
RNA-seq analyses of DEGs in different coat colour of Pashmina fiber. (**A**) Venn diagram representing DEGs between different groups. (**B**) Showing the overlap of differentially expressed mRNA between groups. (**C**) Showing the overlap of differentially expressed lncRNA between groups.

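Each pair of comparisons shares the goats of one colour, so a chance value in that colour enters both. Of the 1784 different loci, 802 were called only between white and black, 191 only between brown and white and 126 only between brown and black. Calls shared by white against black and brown against white numbered 419, those shared by white against black and brown against black 176, and those shared by the comparisons with brown 40. A further 30 loci were called in all 3 comparisons.
By direction, 150 genes were higher and 49 lower in both white and brown than in black. The product of the numbers called, divided by the 13824 genes tested in both, gives 21.0 and 1.24. Higher in white than in both other colours were 362 genes and lower 85, against 41.7 and 2.36 from the same product over 14178 genes. Higher in brown than in both other colours were 31 genes and lower 18, against 3.99 and 1.89 over 13959 genes. When colours with no difference were simulated with the variance that each test statistic implies, the shared goats alone gave on average 27.2, 31.9 and 32.6 genes called in the same direction in these pairs of comparisons, and at most 39, 48 and 46. The counts found, both directions together, were 199, 447 and 49. Called in opposite directions were 7, 2 and 21 genes, against 10.5, 21.5 and 9.12 from the product, which takes no account of the shared goats. In the simulation opposite calls averaged 0.09, 0.04 and 0.05 genes, and were at most 1 in each pair. The simulated comparisons held only 182, 202 and 182 calls on average, fewer than the real ones, so the simulated overlap is not the overlap without change at the real numbers of calls. How much of the overlaps comes from the shared libraries is not known.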

### Functional enrichment analysis of mRNA in Pashmina coat color

Supplementary Tableslore the biological function and investigate the over-representation of DEGs in a given gene list, we performed GO enrichment analysis. The 372 transcripts in the list of black vs brown coat color, 680 transcripts in the brown vs white coat color and 1427 in the White vs black coat color that were differentially expressed in the respective pairs were mapped to the Gene Ontology database. A total of 365 GO terms were obtained by using the FDR corrected P-Value < 0.05 (Supplementary Table 5). DEGs were classified into three main categories: biological process (BP), cellular components (CC) and molecular function (MF). Important GO terms have been listed in Table 1. This analysis indicated that the identified DEGs are mainly involved in phenolic compound biosynthetic processes (GO.0046189), single-organism cellular processes (GO.0044763), regulation of biological processes (GO.0050786), melanin biosynthesis processes (GO.0042438), regulation of multicellular organismal processes (GO.0051239), inflammatory responses (GO.0006954) and pigment biosynthesis processes (GO.0046148).

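Melanin is made from tyrosine by enzymes of the tyrosinase family on a protein scaffold inside the melanosome. If the colours differ in pigment, genes of this machinery should hold more DEGs than other genes do. Inflammation is another theme of the terms found, and mediators such as cytokines and neutrophil proteins act on skin and melanocytes alike. Both themes were examined with gene lists written before the deposited values were examined. The paper's text, its Fig. 3 and the start of its Supplementary Table 3 had been read by then. These rest on the same samples, so the tests of these lists are not independent of the paper's findings. Fisher's exact test, two-sided, compared the share of DEGs in a list with that among the other tested genes, adjusted by Benjamini-Hochberg over 107 tests of lists and comparisons. Genes of one list are not independent replicates. As a description, each list's median log2 ratio was also ranked among 10000 random lists of similar expression.
Of 13 tested genes of melanin synthesis and melanosome structure, 5 were higher and none was lower in brown than in white skin (Fisher's exact test, adjusted p = 0.00193). Over the list alone, 4 were higher at an adjusted p under 0.05, and 2 at the q-values of the authors' deposited table, where the list no longer passes (adjusted p = 0.104 by Fisher's exact test). The median log2 ratio was 0.56, above all but 0.01% of random lists. Between white and black skin, 4 of 12 were lower and 1 was higher in white (adjusted p = 0.0191), with 1 lower and 1 higher when adjusted over the list alone and the same numbers at the authors' q-values, where the list does not pass either (adjusted p = 0.379 by Fisher's exact test). The median was -0.11, the percentile 1.16. Between brown and black, 2 of 13 were higher in brown (adjusted p = 0.130), 2 when adjusted over the list alone and none at the authors' q-values, with a median of 0.32.
Of 27 tested inflammatory cytokines and acute mediators, 12 were lower and 2 higher in white than in black skin (adjusted p = 1.50e-06), all 14 also when adjusted over the list alone, and 9 and 1 at the authors' q-values. In brown against white, 9 were higher and 3 lower (adjusted p = 5.37e-08), with 8 and 2 when adjusted over the list alone and 6 and 1 at the authors' q-values. In brown against black, 7 were lower and 1 was higher (Fisher's exact test, adjusted p = 4.89e-06), with 6 and 1 under either adjustment. The median log2 ratios were -0.69, 0.70 and -0.36, so black skin had the highest levels and white skin the lowest. Those medians lay below or above all random lists. The chemokine CCL26 went the other way, with 278 FPKM in white, 63.8 in brown and 84.0 in black skin.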

**Table 1:** Gene Ontology (GO) terms for differentially expressed genes.

Category	GO ID	GO Term	Contrast Group					
			White V/s Black		White V/s Brown		Brown V/s Black	
			*Count*	*P-Value	*Count*	*P-Value	*Count*	*P-Value
BP	GO.0046189	*phenol-containing compound biosynthetic process*	8	0.0	8	0.0	—	—
BP	GO.0042438	*melanin biosynthetic process*	6	0.000563	4	0.0011	—	—
BP	GO:0048066	*developmental pigmentation*	6	0.016	—	—	4	0.015
BP	GO:0006582	*melanin metabolic process*	6	0.00108	4	0.0017	2	0.08
BP	GO:0043473	*pigmentation*	9	0.00551	—	—	5	0.013
BP	GO.0046148	*pigment biosynthetic process*	7	0.011	4	0.024	—	—
BP	GO:0030318	melanocyte differentiation	4	0.0405	—	—	4	0.006
BP	GO.0002376	*immune system process*	82	0.0	57	0.0	22	0.027
BP	GO:0060070	canonical Wnt signaling pathway	16	0.0016	—	—	—	—
BP	GO.0044763	*single-organism cellular process*	359	0.0	182	0.0	80	0.049
BP	GO.0044700	*single organism signaling*	192	0.0	83	0.0	46	0.034
BP	GO.0007154	*cell communication*	195	0.0	85	0.0	46	0.04
BP	GO.0042127	*regulation of cell proliferation*	177	0.0	39	0.0	17	0.022
BP	GO.0007166	*cell surface receptor signaling pathway*	102	0.0	48	0.0	26	0.009
BP	GO.0050789	*regulation of biological process*	183	0.0	90	0.0	40	0.034
BP	GO.0065007	*biological regulation*	345	0.0	163	0.0	40	0.0341
BP	GO.0014033	*neural crest cell differentiation*	8	0.0072	—	—	4	0.036
BP	GO.0006954	*inflammatory response*	31	0.0	21	0.0	11	0.010
CC	GO.0033162	*melanosome membrane*	3	0.03741	3	0.0043	—	—
CC	GO.0044425	*membrane part*	213	0.0	111	0.0	—	—
CC	GO.0044464	*cell part*	420	0.0	76	0.0	33	0.034
CC	GO.0045009	*chitosome*	3	0.0374	3	0.0043	—	—
CC	GO.0005576	*extracellular region*	159	0.0	101	0.0	38	0.025
CC	GO.0031224	*intrinsic component of membrane*	188	0.0	102	0.0	—	—
CC	GO:0042470	melanosome	8	0.04761	5	0.03	—	—
CC	GO:0048770	*pigment granule*	8	0.0476	5	0.033		
MF	GO:0004896	cytokine receptor activity	8	0.0121	—	—	—	—
MF	GO:0005044	*scavenger receptor activity*	6	0.0191	5	0.0024	—	—
MF	GO:0098772	*molecular function regulator*	45	0.0039	—	—	—	—
MF	GO:0044877	*macromolecular complex binding*	38	0.036	—	—	—	—
MF	GO:0060089	*molecular transducer activity*	16	0.0061	31	0.0016	—	—
MF	GO:0005488	*binding*	360	0.0	169	0.0	84	0.0499
MF	GO:0005515	protein binding	186	0.0	84	0.0	—	—
MF	GO:0043167	ion binding	139	0.0	22	0.0	40	0.0065
MF	GO:0046872	metal ion binding	129	0.0	61	0.0	34	0.037

Note: ‘BP’, ‘CC’ and ‘MF’ represent biological process, cellular component and molecular function, respectively.

*P-Value is FDR corrected P-value.

#### KEGG pathway enrichment analysis

Based on a FDR corrected p-Value < 0.05, KEGG enrichment analysis revealed that the DEGs were involved in a total of 20 pathways (Supplementary Table 5), which included signaling pathways like Chemokine signaling pathway, MAPK, Hippo, mTOR, RAP1, RAS and Wnt. Other important pathways associated with the coat color regulation and pigmentation included cytokine-cytokine receptor interaction, tyrosine metabolic pathway, melanogenesis, and melanoma pathways. In this study, we emphasized on melanogenesis pathway. 

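Signals that reach the melanocyte from outside, through MC1R, KIT, the endothelin receptor EDNRB and Wnt receptors, meet at the transcription factor MITF, which drives the pigment enzymes. The melanogenesis pathway lists the members of these routes. Most are signalling proteins used in every cell of the skin, so a change in them need not come from melanocytes. Of a list of 96 pathway genes, 75 could be tested and 19 were called in at least 1 comparison. Between white and black skin, 15 were higher and 3 lower in white (Fisher's exact test, two-sided, adjusted p = 0.00255), 9 higher and none lower when adjusted over the list alone, and 6 higher at the q-values of the authors' deposited table. Between brown and black, 9 of 74 were higher in brown and none was lower (adjusted p = 0.00142), 6 when adjusted over the list alone and 3 at the authors' q-values. Between brown and white, 3 of 75 were higher and 1 was lower (adjusted p = 1), with 1 higher when adjusted over the list alone and 1 at the authors' q-values. After the median of loci of similar span was subtracted, 8 were higher and 3 lower in white than in black (Fisher's exact test, adjusted p = 0.0167) and 4 higher in brown than in black, where the adjusted p was 0.0820 and the list no longer passes. With calls at the authors' q-values the adjusted p was 0.511 for white and 0.0615 for brown against black. The 3 genes lower in white than in black were DCT, TYR and TYRP1, and the same 3 were those higher in brown than in white.
Wnt genes made up much of the remainder. Of 52 tested Wnt ligands, receptors and regulators, 12 were higher and none was lower in white than in black (adjusted p = 0.0191), 5 when adjusted over the list alone and 2 at the authors' q-values. In brown against black, 5 of 51 were higher (Fisher's exact test, adjusted p = 0.0391), 1 under either adjustment, and in brown against white 1 of 52 was higher and 1 lower (adjusted p = 1), none under either adjustment. After the median of loci of similar span was subtracted, the adjusted p of this list was 0.102 for white against black and 0.127 for brown against black, and with calls at the authors' q-values 1 and 0.774. WNT3 was the clearest, with 24.6 FPKM in white, 16.4 in brown and 6.12 in black skin, a log2 ratio to black of 2.01 and 1.42, and a p of 5e-05 and a q of 0.00518 in both comparisons of the authors' deposited table. GNAQ, a G protein subunit that couples endothelin signals, had 5.13 FPKM in white, 4.58 in brown and 1.97 in black skin. Its locus spans 216091 bp, and its log2 ratios to black of 1.38 and 1.22 were 0.48 and 0.56 after subtraction of the median of loci of similar span.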

A total of 33 DEGs were involved in melanogenesis pathway chx:04916 Fig. 2^18^, which may have a potential role in the Pashmina fiber coloring. Figure 3 shows the two-dimensional hierarchical clustering of 33 DEGs involved in melanogenesis pathway.

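The heat map genes were chosen by the study on these samples, so their high share of DEGs is no independent evidence. Of the 33, 25 were higher and 6 lower in white than in black, 5 were higher and 6 lower in brown than in white, and 9 were higher and none was lower in brown than in black. Adjusted over the list alone the numbers were 25 and 6, 3 and 1, and 8 and none, and at the q-values of the authors' deposited table 10 and 1, 2 and 1, and 2 and none. The adjusted p of Fisher's exact test, two-sided, was 3.43e-27, 2.21e-06 and 1.50e-06, with genes not independent of each other. Of the 33, 13 were higher and 6 lower in white than in black and 6 higher in brown than in black relative to the median. After the median of loci of similar span was subtracted, 9 were higher and 6 lower in white than in black, and 2 were higher in brown than in black, where the adjusted p was 0.196. With calls at the authors' q-values the adjusted p was 0.0913 for brown against white and 0.0795 for brown against black. EGFR alone was called in no comparison; its log2 ratio of white over black was 0.98. The median log2 ratio of the list was 1.10 for white over black, -0.34 for brown over white and 0.85 for brown over black. Of the 33 genes, 12 are in the melanogenesis pathway list. Others code for transporters, such as SLC7A11, which brings cystine into the cell for pheomelanin. SLC7A11 had 1.20 FPKM in white, 0.342 in brown and 0.104 in black skin. Its log2 ratio was 3.53 for white over black and -1.81 for brown over white, with an authors' deposited p of 0.0131 and 0.0124 and a q of 0.198 and 0.193. These levels are low, and with 1 added to each FPKM neither ratio of SLC7A11 reached the fold threshold. FOXN1, a regulator of hair keratin genes, had 47.9 FPKM in white, 21.7 in brown and 14.7 in black skin. Several of the genes lie in long loci, where ratios to black are shifted: with the median of loci of similar span subtracted, the log2 ratio of white over black fell from 1.25 to 0.35 for BNC2, from 1.10 to 0.47 for LYST and from 1.05 to 0.15 for TCF4.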

**Figure 2:**
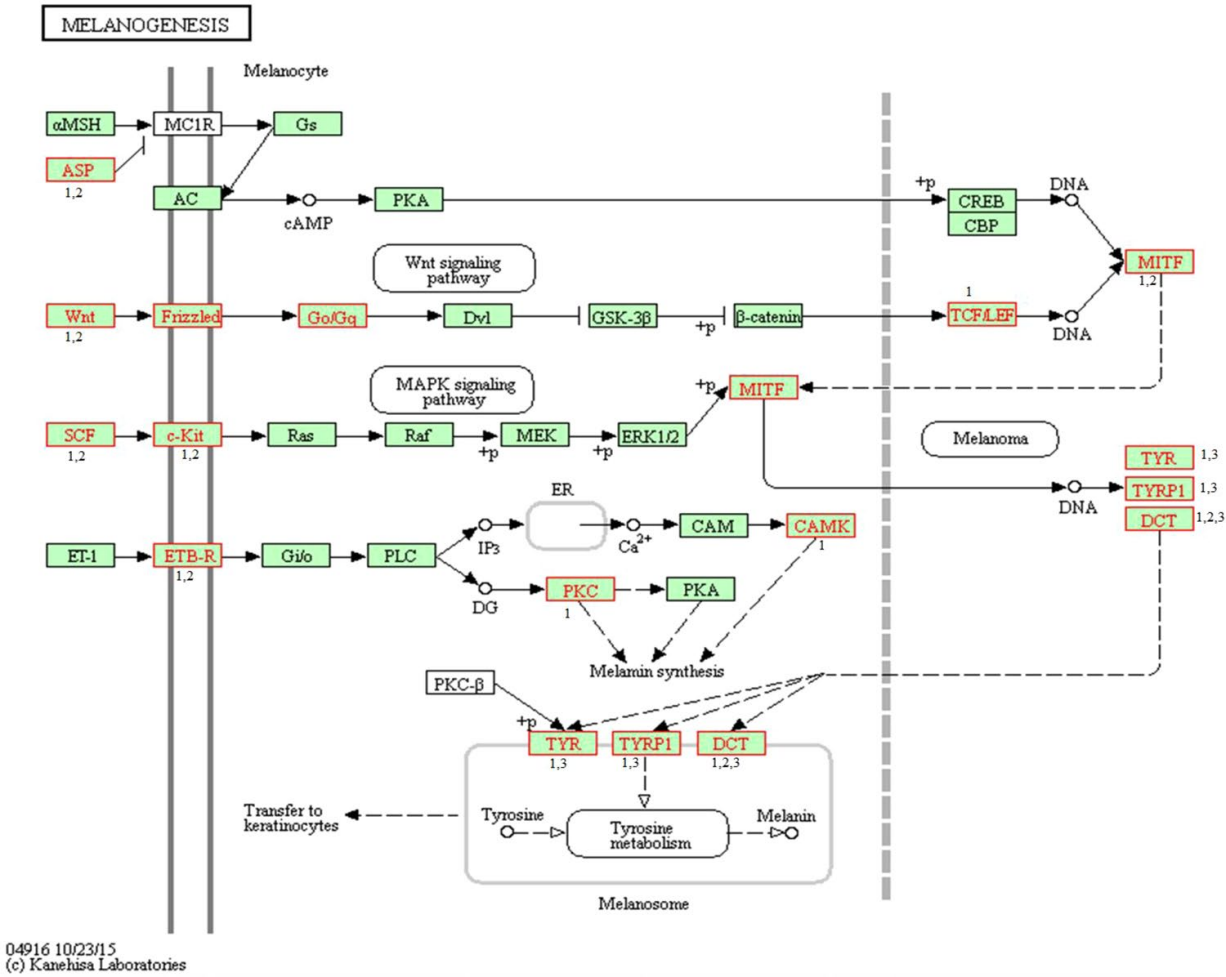
Differentially expressed coat color genes in Changthangi Pashmina goat and their involvement in melanogenesis signaling pathway (Adapted from ref.^18^). DEGs are shown in red coloured frames. Number (1, 2, and 3) represents contrast groups. 1 Black Vs White. 2 Black Vs Brown. 3 White Vs Brown.

**Figure 3:**
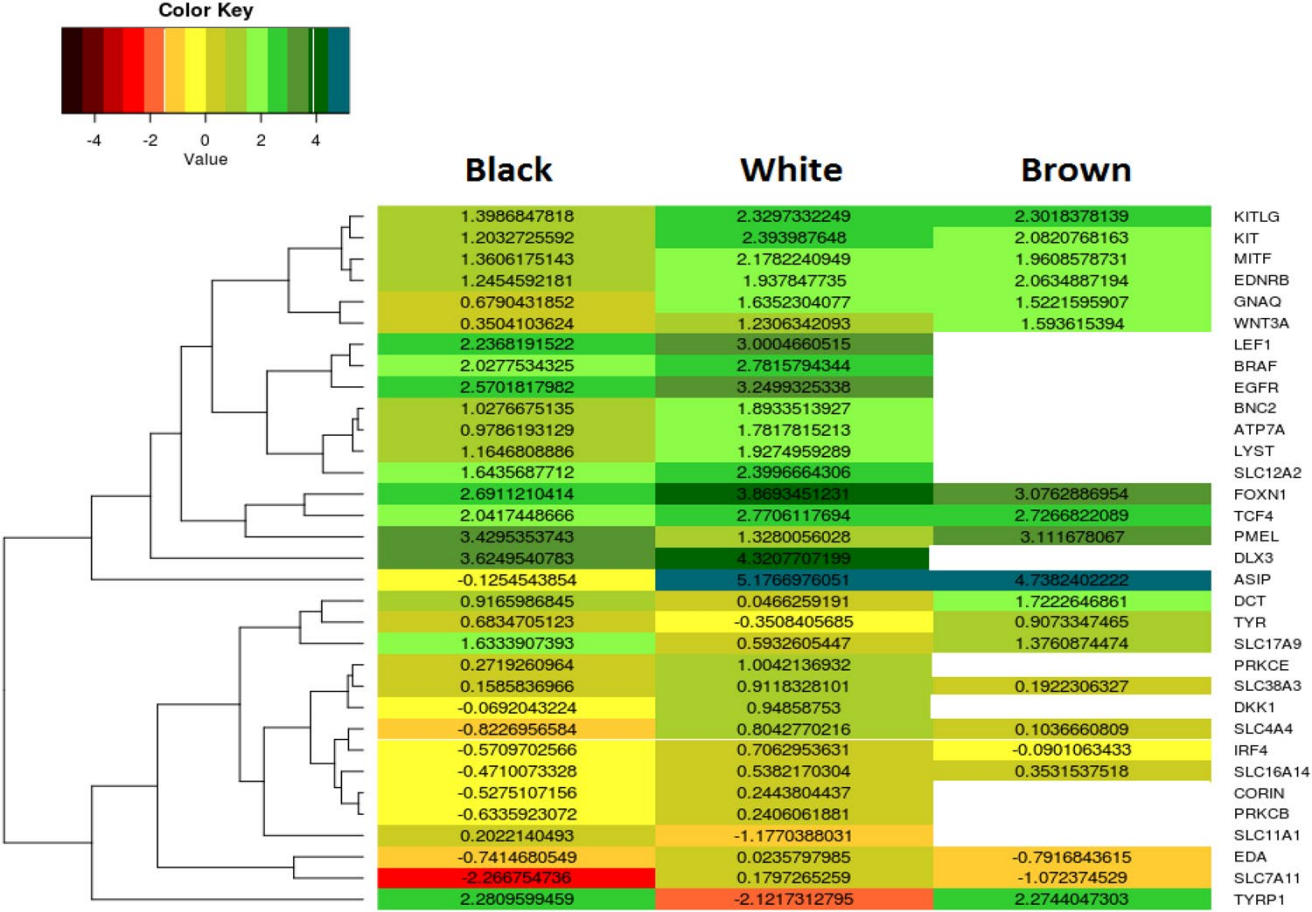
2D – Hierarchical clustering analysis exploring the difference in gene expression between White, Black and Brown Pashmina fiber. Each row in the map represents a differentially expressed gene and column represents condition used. Log10(FPKM) value is used for constructing heat-map. Blank space specifies gene is not significantly expressed in a particular sample.

### Validation of RNA-seq results with qPCR

Among all DEGs, we selected nine genes specifically *ASIP, GNAQ, WNT3A, KIT, KITLG, PMEL, TRY, TRYP1* and *DCT* which are related to melanin synthesis to validate the expression levels through qPCR. The expression levels of genes by qPCR and RNA-seq were highly correlated (Pearson’s correlation coefficient = 0.87) thus validating the RNA-seq result (Supplementary Fig. 1).

### Genomic features of lncRNAs

In the present study, we have identified a total of 665 multiple-exon lncRNAs from the brown, black and the white skin samples among which 57 lncRNA were significantly dysregulated. To exhaustively inspect the differences between the lncRNAs and mRNAs, comparative analysis of gene structure and expression were performed between 665 lncRNAs and 30956 mRNAs from all samples. 

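Transcripts that code for proteins are in general kept at higher levels than lncRNAs, many of which are made in few cells or turned over fast. In the deposited table 958 loci were classed as lncRNA genes and 18573 as protein-coding genes with an FPKM in every colour. The median log2(FPKM + 1) was 0.61 for lncRNA and 2.46 for protein-coding loci in white skin, 0.54 and 2.38 in brown skin, and 0.45 and 2.15 in black skin. An FPKM of at least 1 was reached by 37.7% of lncRNA and 66.9% of protein-coding loci in white skin, by 34.9% and 65.7% in brown skin, and by 32.0% and 64.1% in black skin. These are gene loci of an annotation, not the multiple-exon transcripts assembled by the study. The 41 lncRNAs of Supplementary Table 3, which passed a test between colours, had higher medians of 2.15 in white, 1.70 in brown and 1.80 in black skin.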

Our results showed that 1) there was a distinct divergence in the distribution of transcript length between mRNA and lncRNA that is consistent to the previous studies^19^ (Fig. 4A), 2) majority of lncRNAs contained less than three exons that was not the case for mRNAs (Fig. 4B), 3) lncRNA shows lower expression compared to that of mRNAs (Fig. 4C), 4) 70% of lncRNA contained shorter ORF, in contrast to that of mRNAs (Fig. 4D). Overall, our results showed that the predicted long non-coding transcripts containing two or three exons were shorter in length than the coding transcripts, which was also reported in other studies^19^. Open reading frames in lncRNAs were shorter in length (average size of 100 bp) than mRNAs (average size of 400 bp) that is consistent with previous observations^20^.

**Figure 4:**
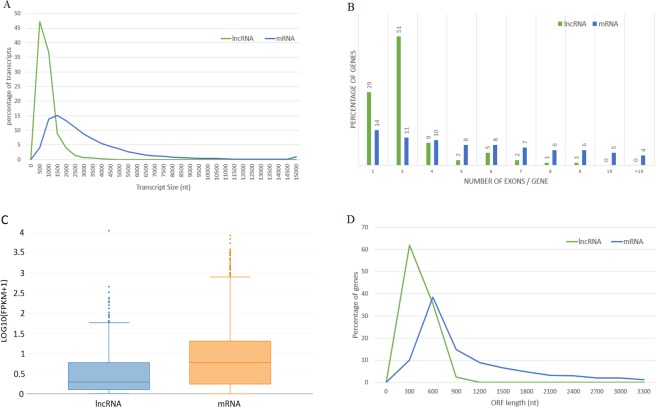
Comparison of expression and genomic features of predicted lncRNA and mRNA in Pashmina goat. The lncRNA and mRNA identified in this study are utilized to identify few primary differences between two classes. (**A**) Distribution of transcript length of long non-coding and coding transcripts in Pashmina goat skin. The X-axis/horizontal axis represents the length of transcripts and Y-axis/vertical axis represents percentage of genes. LncRNAs were shorter in length than mRNAs with 0.7 kb and 3 kb average length of each transcript, respectively. (**B**) Distribution of number of exons present in mRNA and lncRNA, most of lncRNA (80%) have 2 or 3 exons whereas mRNAs tend to have two or more exons. Due to the limitation of algorithms single-exon lncRNAs were filtered out from the goat genome. (**C**) Expression levels indicated by LOG10(FPKM + 1) in the mRNA and lncRNAs. (**D**) Represents distribution of ORF in mRNA and lncRNAs. LncRNAs have shorter ORF in length than mRNAs with a mean of 100 bp and 400 bp, for lncRNAs and mRNAs, respectively.

### Differentially expressed lncRNAs related to color coding mRNAs

Several long non–coding transcripts are known that act in *cis*–configuration by regulating the expression of the neighbouring genes usually in 100 kb upstream or downstream regions. To find the relationship between differentially expressed lncRNAs and their neighboring mRNAs, we searched protein-coding genes in 100 kb upstream and downstream regions of the DE lncRNAs. We identified a total of 227 protein-coding genes in the specified regions (Supplementary Table 6). 

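A lncRNA can act on a neighbouring gene, but neighbours can also change together because they share an enhancer, lie in one gene cluster or are made by one cell type. Around the 39 called lncRNAs, 138 protein-coding loci lay within 100 kb, counted from locus to locus in the deposited table. The authors tested 114 of them, and 34 of these, or 29.8%, were called in at least 1 comparison. Among the other tested genes on the same sequences, 1247 of 9636, or 12.9%, were called. Fisher's exact test, two-sided, gave an odds ratio of 2.86 and p = 2.22e-06, with neighbours not independent of each other. Of the 34 called neighbours, 17 lie around a single lncRNA, LOC106503218. Without it and its neighbours, which was tried after the data were seen, 17 of 97 were called, or 17.5% (Fisher's exact test, odds ratio 1.43, p = 0.173), so the excess rests on this cluster. Within 50 kb, 19 of 60 tested neighbours were called (same exact test, p = 1.54e-04), and within 200 kb 50 of 188 (p = 5.69e-07). With lncRNAs and neighbours both called at the authors' q-values, also tried after the data were seen, 7 lncRNAs remained and 2 of 21 tested neighbours were called (Fisher's exact test, odds ratio 1.5, p = 0.645).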

Gene ontology enrichment analysis showed that lncRNA target genes in *cis* configuration were significantly enriched in 157 GO terms (Supplementary Table 6) which are mainly involved in cell differentiation (GO:0030154, corrected P-value = 7.60E-16), developmental process (GO:0032502, corrected P-value = 3.30E-11), peptide transport (GO:0015833, corrected P-value = 6.00E-11) and transcription from RNA polymerase II promoter (GO:0006366, corrected P-value = 5.20E-08). These findings supported the potential role of lncRNA in *cis*-configuration to regulate gene expression in cellular and dermal development.

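Neighbouring pairs were examined gene by gene for their direction. A called lncRNA and a called gene within 100 kb of it, both called in the same comparison, made 46 pairs of 10 lncRNAs and 29 genes. Both members changed in the same direction in 44 pairs and in opposite directions in 2. Most of the pairs belong to LOC106503218, which was picked out after its values were seen. It lies on chromosome 19 from 40421241 to 40456823, amid keratin and keratin-associated protein genes such as KRT39, KRT40 and KRTAP3-1. Its FPKM was 948 in white, 301 in brown and 334 in black skin. KRT40, 57703 bp away, had 44.1, 16.3 and 16.9 FPKM, and KRTAP3-1, 32740 bp away, had 7196 FPKM in white and 2989 in brown skin. KRT40 was called in both comparisons with white and KRTAP3-1 only in brown against white. All pairs of this lncRNA went in the same direction, with white skin highest in those named, so the direction of a pair within it does not single out the lncRNA. The opposite pairs, also named after their values were seen, were SH2B2 (log2 ratio of white over black -1.76) beside LOC102176288 (1.47), and LOC102191166 (log2 ratio of brown over black -1.11) beside LOC102191729 (1.58).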

LncRNA also work in *trans*-configuration and can control mRNAs that are far away in position on the same or different chromosome^19^. A total of 1493 (Supplementary Table 6) interactions were identified between 2422 protein-coding genes and 57 lncRNAs based on the correlation coefficient of their expression (|Pearson correlation coefficient| ≥ 0.95). 

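A correlation needs a value per animal, and the deposited table has 1 value per colour. With 3 values nearly any pair of genes can reach a high coefficient, so no correlation was computed and levels are given side by side. The called lncRNA that changed most was LOC106502238, on chromosome 6 from 113822174 to 113825211. It had 46.6 FPKM in white, 0.894 in brown and 0.683 in black skin, a log2 ratio of 6.09 for white over black and -5.70 for brown over white. The authors' deposited table gives p = 5e-05 and q = 0.00518 for both. A lncRNA with this profile, high in white alone, runs parallel to COL6A5 and against PMEL and TYRP1 across the colours. LOC106503307 had the largest fall in white, with 0.729 FPKM against 3.23 in black skin (log2 ratio -2.15). LOC102185776 rose most in brown over white (log2 ratio 2.19), LOC106502376 most in brown over black (2.30), and LOC106503620 fell most there (-1.96).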

Interaction of lncRNA with the genes related to melanin biosynthesis and pigmentation are shown in Supplementary Table 7. Gene ontology enrichment analysis showed that lncRNA target genes in *trans* configuration were significantly enriched in 406 GO terms (Supplementary Table 6) which encompasses a variety of biological, molecular and cellular processes. Importantly, we observed protein targeting (GO:0006605, corrected P-value = 1.20E-11), cellular protein complex assembly (GO:0043623, corrected P-value = 4.70E-12), calcium ion binding (GO:0005509, corrected P-value = 4.40E-15), protein binding (GO:0005515, corrected P-value = 5.20E-68) and gene silencing (GO:0016458, corrected P-value = 0.0011) were significantly enriched. KEGG enrichment analysis showed that lncRNA target genes in *trans* configuration were involved mainly in melanogenesis pathway (P-value = 2.76E-04), PI3K-Akt signaling pathway (P-value = 5.67E-06), cytokine-cytokine receptor interaction (P-value = 2.9E-4), MAPK signaling pathway (P-value = 2.61E-04) and ECM-receptor interaction (P-value = 3.44E-06). These observations suggest that lncRNAs in *trans*-configuration should have a potential role in regulating gene-expression related to melanogenesis.

### Web interface

Pashmina coat database has been thoroughly tested on the commonly available web-browsers like Google Chrome, Safari, Mozilla Firefox and Internet Explorer. It supports text query where user can input the gene name in the search box. The search results present the information on level of gene expression in different coat colors, gene function, pathway(s), protein class, GO terms and protein-protein interaction network. The primary objective of the web repository is to provide important genetic information on color/pigmentation development in fiber and skin of Pashmina goat, which is the producer of the finest and costliest Pashmina/Cashmere fiber. Snapshots of the database are illustrated in Supplementary Fig. 2 accessible through http://pcd.skuastk.org/.

## Discussion

We report a transcriptomic analysis of coat color variation in Pashmina goats. Our data suggest that coat color in Pashmina goat is largely controlled by conserved pigmentation pathways. We further investigated the potential role of lncRNAs in pigmentation and identified regulatory RNAs in the *cis* and *trans* configuration. We present an expression database on coat color genetics in Pashmina goat to the research community.

A brief overview of the pigmentation pathway is presented here because it is fundamental to discussion henceforth. Mammalian melanocytes produce two types of pigments inside mealanosome, eumelanin (black) and pheomelanin (red). L-Tyrosine is converted to L-DOPA quinone via L-DOPA by *TYR*. L-DOPA quinone is the bisecting point; in the absence of cysteine/glutathione, it leads to eumelanin synthesis via reactions catalyzed by *TRP-1* and *TRP-2*. The presence of cysteine/glutathione commences the alternate pathway to synthesize pheomelanin. The type of pigment produced is controlled by *MC1R* signaling. *MC1R* responding to two ligands of signaling molecules, the *α-MSH* and *ASIP*. *α-MSH* as *MC1R* agonist leads to the formation of eumelanin by increasing intracellular cAMP levels. *MC1R* interaction with *ASIP* bring down the levels of cAMP, causing the cells to become inactive and produce pheomelanin. Higher level of signaling directs higher expression of *TYR, TRP1, TRP2, OCA2* and *PMEL*, leading to increased eumelanin synthesis. Lower levels of signaling induce higher expression of cysteine transporter *SLC7A11*, leading to increased pheomelanins synthesis. *MYO5A*, *RAB27A, MLPH, MATP, SLC24A5* are involved in the transport of melanocytes.

We compared the transcriptomes of skin biopsies from three principal coat color variants found in Pashmina goats - black, white and brown. White coat transcriptome is characterized by upregulation of *ASIP, KIT, KITLG*, and *MITF*. 

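Melanocytes descend from the neural crest, and KIT, its ligand KITLG and the transcription factor MITF keep their precursors alive on the way into the skin. A white coat can come from skin without melanocytes or from melanocytes that make no pigment. KIT is also found on mast cells, and KITLG is made by other skin cells. The levels of these genes in a biopsy therefore cannot settle which of these holds. Of 10 tested genes of melanocyte specification and survival, 4 were higher and none was lower in white than in black skin (Fisher's exact test, two-sided, adjusted p = 0.0440), 4 when adjusted over the list alone and 3 at the q-values of the authors' deposited table. In brown against black, 3 were higher (adjusted p = 0.0108), 3 when adjusted over the list alone and 2 at the authors' q-values. With ratios relative to the median, the adjusted p was 0.10 and 0.0536, and after the median of loci of similar span was subtracted 0.283 and 1, so neither comparison passes then; with calls at the authors' q-values white against black does not pass either (0.0615). The median log2 ratio was 0.86 for white over black and 0.78 for brown over black, and it stayed above 99.6% of random lists matched on both expression and span for white and above all of them for brown.
In brown against white 1 of the 10 was lower and none higher (Fisher's exact test, adjusted p = 0.668), none under either adjustment, with a median log2 ratio of -0.06. That gene was IRF4, with 2.03 FPKM in white, 0.914 in brown and 0.565 in black skin. EDNRB, the endothelin receptor of melanoblasts, had 6.94 FPKM in white, 7.87 in brown and 3.47 in black skin.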

*ASIP* was highly expressed in white (black vs white FC = 6.167, P-value = 0.01) and brown (black vs brown FC = 5.511, P-value = 0.01) coat color as compared to black. 

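The agouti signalling protein is made by the dermal papilla and binds to MC1R on melanocytes, where it keeps the receptor from turning on black pigment. ASIP lies on chromosome 13 from 61693104 to 61698483 in the deposited table. The authors' FPKM of ASIP was 177 in white, 114 in brown and 0.882 in black skin. The log2 ratio was 7.65 for white over black and 7.02 for brown over black, and relative to the median 7.42 and 6.82. No locus span or scaling used here moved it below 5.94. In both comparisons ASIP had the highest ratio of the tested genes of similar expression (percentile 99.9). The authors' deposited table gives p = 0.0149 and q = 0.210 for both, so ASIP passes the paper's threshold and does not pass a q of 0.05. Between brown and white the log2 ratio was -0.63, with a deposited p of 0.0806 and q of 0.452, so the gene was not called there.
ASIP was the extreme member of a list of pigment type switching. Of its 6 tested genes, 3 were higher and none was lower in white than in black (Fisher's exact test, two-sided, adjusted p = 0.0529), 2 when adjusted over the list alone and none at the authors' q-values. In brown against white 1 of 6 was lower (Fisher's exact test, adjusted p = 0.499), and in brown against black 1 of 5 was higher (adjusted p = 0.286), none under either adjustment. CORIN, a protease of the dermal papilla that limits agouti action, had 1.28 FPKM in white, 1.06 in brown and 0.590 in black skin, in a locus of 299689 bp where the log2 ratio of white over black of 1.11 became 0.22 after the median of loci of similar span was subtracted. From the higher ASIP in white and brown skin, the paper concludes that the gene acts against MC1R.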

Higher expression of *ASIP* blocks the production of eumelanin by inhibiting the MSH-initiation pathway^2^. A mutation in *ASIP* causes the black pigmentation in pigs^21^; also, a missense mutation in *ASIP* gene is associated with the loss of white spotting pattern in donkeys^22^. Higher expression of *ASIP* gene in white and brown color further establishes its role as an antagonistic to *MC1R* gene. 

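Alpha-MSH is cut from the product of POMC, so the amount of the hormone depends on processing as well as on this transcript, and the pituitary makes it too. MC1R, the receptor, lies on chromosome 18 from 14208837 to 14212670. Its FPKM was 2.09 in white, 1.39 in brown and 1.80 in black skin. The log2 ratio was 0.21 for white over black, -0.59 for brown over white and -0.38 for brown over black. The authors' deposited table gives p-values of 0.598, 0.151 and 0.349. These ratios lay at percentiles 36.5, 24.1 and 12.0 of genes of similar expression. POMC had 0.311 FPKM in white, 0.0986 in brown and 0.281 in black skin and was not tested by the authors in any comparison, so no statement on its equality between colours can be made from the table.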

Intrestingly, *α-MSH* and *MC1R* do not show any difference in expression between different coat colors, which suggest *α-MSH* and *MC1R* were equally expressed  in all three Pashmina coat colors; however, *MC1R* and *ASIP* interaction inactivate melanocytes to produce pheomelanin. *KIT* gene codes for a transmembrane^23^ receptor involved in signal transduction by melanoblasts and *KITLG* (aka *MGF*) for its ligand. *KIT* gene is ascribed for white spotting and color sidedness^24^ and white color variation in cattle^25^. *KIT* gene is also a candidate gene for white spotting in domestic cats^26^. Mutation in the *KIT* gene is associated with variation in coat color in horses^27^. 

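KIT and its ligand KITLG guide melanoblasts into the skin and the follicle, and KIT is also found on mast cells, while keratinocytes, fibroblasts and the dermal papilla make the ligand. KIT lies on chromosome 6 from 68316048 to 68361679. The authors' FPKM was 11.0 in white, 8.02 in brown and 3.33 in black skin. The log2 ratio to black was 1.72 for white and 1.27 for brown, and 1.49 and 1.07 relative to the median. The authors' deposited table gives p = 5e-05 and q = 0.00518 for white and p = 0.00035 and q = 0.0223 for brown. With the median of loci of similar span subtracted, the ratios were 1.38 and 0.92. KITLG lies on chromosome 5 from 17607323 to 17713886. It had 10.3 FPKM in white, 9.99 in brown and 4.05 in black skin, and its log2 ratios to black were 1.34 and 1.30. The deposited q was 0.0147 for white and 0.0319 for brown. Its locus spans 106564 bp, and after the median of loci of similar span was subtracted the ratios were 0.79 and 0.82. Between brown and white skin the log2 ratio was -0.45 for KIT, with a deposited p of 0.150, and -0.04 for KITLG, with a p of 0.896 in the authors' deposited table, so neither gene was called there. Of 4 tested mast cell markers, MS4A2 and CPA3 were higher in white than in black skin, with log2 ratios of 1.58 and 1.13.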

The higher expression of *KIT* and *KITLG* in white Pashmina goat skin transcriptome is consistent with the earlier studies and suggests that white color in Pashmina goat is linked to the *KIT* locus. *MITF* regulates the transcription of three major pigmentation enzymes: *TYR, DCT, TYRP1*. This gene is implicated in controlling white spotting in dogs^28^, degree of white spotting in Holstein cattle^29^ and white phenotypes in Geese^30^. 

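MITF is the transcription factor that turns on the pigment enzymes, and shorter or longer forms of its protein serve melanocytes and other cells. A gene level as given here sums over all of these forms. MITF lies on chromosome 22 from 31427864 to 31659079. Its FPKM was 8.83 in white, 7.11 in brown and 3.90 in black skin. The log2 ratio of white over black was 1.18, with p = 0.00055 and q = 0.0304 in the authors' deposited table. Relative to the median it was 0.95, below the threshold of 1. The locus spans 231216 bp, and with the median of loci of similar span subtracted the ratio was 0.28. Brown over black gave 0.87, below the threshold as deposited, and 0.21 after that subtraction. Among tested genes matched on expression and span, white over black lay at percentile 84.1. The pigment genes DCT, TYR, TYRP1 and PMEL did not follow MITF across the colours: where MITF was highest, in white skin, these 4 were lowest.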

In our study, upregulation of *MITF* in white skin suggest this gene may contribute to white phenotypes in Pashmina goats. White phenotype showed downregulation of enzymes for melanogenesis viz. *TYR, TRP1, TRP2* and those involved in the transportation of melanosomes, viz. *MYO5A, RAB27A, MLPH, MATP, SLC24A5* and reasonably so.

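Melanosomes travel along the cell's filaments to the tips of the melanocyte, carried by the motor MYO5A through its adaptors MLPH and RAB27A. SLC45A2 (MATP) and SLC24A5 are transporters in the melanosome membrane, which set the conditions for melanin synthesis inside it. Loss of any of them lightens the coat, so their level in white skin bears on how pigment is missing. None of the 5 genes was called between white and either other colour. The log2 ratio of white over black was 0.47 for MYO5A, -0.33 for RAB27A, 0.35 for MLPH, -0.22 for SLC45A2 and 0.47 for SLC24A5. Relative to the median these were 0.24, -0.56, 0.12, -0.45 and 0.24, so RAB27A and SLC45A2 were on the lower side. The authors' deposited p-values ran from 0.117 for MYO5A to 0.694 for SLC45A2. The MYO5A locus spans 125151 bp, and after the median of loci of similar span was subtracted its ratio was -0.16. Brown over white gave 0.23 for MYO5A, 0.76 for RAB27A, -0.12 for MLPH, 0.56 for SLC45A2 and 0.33 for SLC24A5. For RAB27A, with 21.9 FPKM in brown, 12.9 in white and 16.2 in black skin, the deposited p was 0.0436 and the ratio was below the fold threshold.
Of 21 tested genes of melanosome biogenesis and transport, 3 were higher and none was lower in white than in black (Fisher's exact test, two-sided, adjusted p = 0.759), 3 when adjusted over the list alone and 3 at the authors' q-values. The 3 were LYST, SYTL2 and MREG; relative to the median 1 was higher, and with span medians subtracted none. None was called in brown against white (adjusted p = 0.926), and 1 was higher in brown than in black (adjusted p = 0.721), 1 when adjusted over the list alone and none at the authors' q-values. Many of these genes also serve lysosomes and other vesicles, so most of their RNA in a biopsy need not come from melanocytes.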

Color-coat transcriptome in black and brown goats is associated with the upregulation of enzymes involved in the mealanin production transport. 

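Pigment genes that are made almost only in melanocytes report both how many of these cells the biopsy held and how active they were. MLANA, a melanosome protein and melanocyte marker, had 5.86 FPKM in white, 14.8 in brown and 5.95 in black skin. Its log2 ratio was 1.33 for brown over white and 1.31 for brown over black, with an authors' deposited p of 0.0109 and 0.0091, and -0.02 for white over black. This last ratio was -0.25 relative to the median and -0.17 with the median of loci of similar span subtracted, and lay at percentile 21.5 of genes of similar expression; the gene was not called there. GPNMB, which macrophages make too, had 61.1, 54.3 and 43.6 FPKM in white, brown and black skin. OCA2, a melanosome channel that the paper places under MC1R signalling, had 1.09 FPKM in white, 0.949 in brown and 0.935 in black skin and was called in no comparison.

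**Figure D2:**
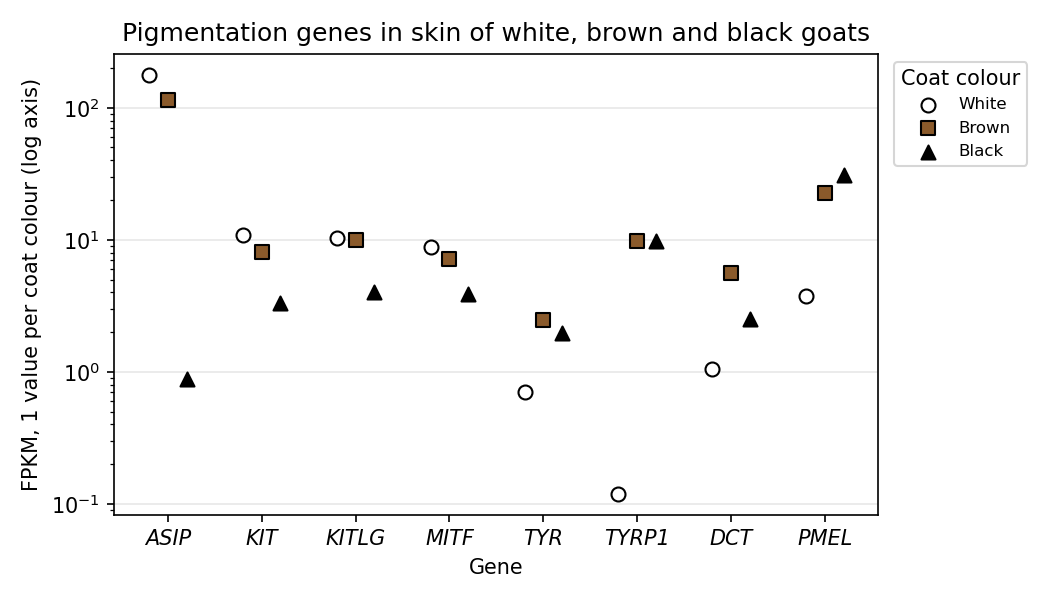
FPKM on a log axis (vertical) of ASIP, KIT, KITLG, MITF, TYR, TYRP1, DCT and PMEL (horizontal), 1 value per colour from 2 goats, with white skin as circles, brown as squares and black as triangles. White skin has the highest ASIP, KIT, KITLG and MITF and the lowest TYR, TYRP1, DCT and PMEL; TYRP1 stands at 0.120 in white, 9.72 in brown and 9.79 in black skin.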

The top upregulated genes are those coding for enzymes of melanogenesis, viz. *TYR, TRP1, TRP2*. *TYR* is a critical and rate-determining enzyme for the formation of melanin, tyrosinase-related protein 1 (*TRP1*) and DOPAchrome tautomerase (*DCT* or *TRP2*) are important enzymes that influence the quality and the quantity of melanin produced. Mutations or dysfunction of tyrosinase or its chaperone-like protein *TYRP1* leads to extensive hypopigmentation or Albinism^31^. White feather bulbs in ducks are ascribed mainly due to lack of *TYR* and *TYRP1* expression^32^. 

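TYR makes the rate-setting step from tyrosine, and TYRP1 acts further along the way to black eumelanin and steadies TYR. TYR lies on chromosome 29 from 5461794 to 5571971. Its FPKM was 0.704 in white, 2.48 in brown and 1.98 in black skin. The log2 ratio was -1.49 for white over black (p = 0.0193 and q = 0.239 in the authors' deposited table) and 1.82 for brown over white (p = 0.00545 and q = 0.123). Between brown and black it was 0.32, and the authors' deposited p there was 0.500. The locus spans 110178 bp, and with the median of loci of similar span subtracted white over black was -2.04. With 1 added to each FPKM, the TYR ratio of white over black no longer reached the fold threshold. TYRP1 lies on chromosome 8 from 30671334 to 30687862. White skin held so little of it that the log2 ratio was -6.35 to black and that of brown over white was 6.34. With 1 added to each FPKM these were -3.27 and 3.26, still the largest change among the heat map genes other than ASIP. The p-values of the authors' deposited table were 0.0257 and 0.0255 and the q-values 0.273 and 0.271. The log2 ratio of brown over black was -0.01, so the TYRP1 values of brown and black skin were nearly equal.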

In our study, among the DE coat color genes, *TYR* and *TYRP1* showed the highest level of expression in the black compared to white skin samples. This is also consistent with pigmentation in domestic sheep^4^. *DCT* or *TYRP2* is involved in the isomerization of dopachrome to *DHICA*. It is plausible to think that the ethnic differences reflect differences in *DCT* expression^33^. Mutations of *DCT* dramatically decrease eumelanin content from melanocytes in mice^34^. In our study, *DCT* was significantly up-regulated in dark fiber color, with the highest expression in brown skin samples. 

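DCT converts dopachrome into a form that is built into eumelanin, and it is among the earliest markers of the melanoblast. DCT lies on chromosome 12 from 66588104 to 66627511. Its FPKM was 1.05 in white, 5.60 in brown and 2.5 in black skin. The log2 ratio was 2.42 for brown over white, -1.26 for white over black and 1.16 for brown over black. In the authors' deposited table the q-values were 0.0118, 0.234 and 0.160, so only brown over white passes a q of 0.05. Relative to the median, brown over black was 0.97, below the fold threshold. With 1 added to each FPKM, DCT was at 1.69 for brown over white. White over black (-0.77) and brown over black (0.91) were then below the threshold.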

Melanocyte protein or silver protein (*PMEL/SILV/PMEL17*) plays a central role in the structural organization of premelanosomes. PMEL acts as a scaffold in melanosomes by creating a proteolytic fibrillary matrix where melanin is deposited^35^. Mutation in SILV protein result in the dilution of pigmentation in many animals^36,37^. In our study, *PMEL* was significantly up-regulated in black and brown skin samples when compared to white skin (black vs white and brown vs white) as expected. 

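PMEL forms the fibrils on which melanin is laid down, and it is made almost only in pigment cells. PMEL lies on chromosome 5 from 55829082 to 55860316. The FPKM was 3.77 in white, 22.5 in brown and 30.9 in black skin. Its log2 ratio of -3.03 for white over black was among the 10 largest falls, and its ratio of 2.57 for brown over white among the 10 largest rises, of genes with a q-value under 0.05 and a symbol that does not start with LOC. The authors' deposited table gives p = 0.0004 and q = 0.0244 for the former and p = 0.00115 and q = 0.0494 for the latter. Between brown and black the log2 ratio was -0.46, with a deposited p of 0.404. Of TYR, TYRP1, DCT and PMEL, only PMEL passed a q of 0.05 in both comparisons with white skin.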

The expression of all the genes involved in melanin production, trafficking and structural proteins for melanin has thus been validated in the current study on Pashmina goats.

Surprisingly in our study *WNT3A* and *FZD4* receptors that are the members of Wnt signaling pathway were found upregulated in the white skin and brown skin samples when compared to black skin. 

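WNT3A is a Wnt ligand and FZD4 a Wnt receptor, and Wnt signals drive the growth phase of the follicle as well as the fate of melanocytes. WNT3A lies on chromosome 7 from 2543581 to 2593725. It had 3.42 FPKM in white, 4.92 in brown and 1.42 in black skin, a log2 ratio to black of 1.27 for white and 1.79 for brown. The authors' deposited p-values were 0.0366 and 0.00425 and the q-values 0.319 and 0.107. FZD4, on chromosome 29 from 7733101 to 7738434, had 5.32 FPKM in white, 4.44 in brown and 2.52 in black skin. Its log2 ratio to black was 1.08 for white and 0.82 for brown, with p = 0.00185 and p = 0.0150 in the authors' deposited table, and the latter is below the fold threshold. Relative to the median FZD4 was at 0.85 and 0.62. Between brown and white, WNT2 was called, with 0.617 FPKM in brown and 1.85 in white, and WNT4, with 5.78 and 10.1, was not.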

Wnt pathway is well documented for regulating hair follicle cycle. The canonical Wnt pathway has been reported for its important role in skin pigmentation and melanogenesis in chickens^38^. However, ascribing *WNT3A* role in mammalian coat pigmentation, we can’t rule out that such expression could also be because of the cyclicity of the follicles. Further studies are needed to validate any role of *WNT3A* in mammalian coat pigmentation.

In our study, we anticipated the potential function of lncRNAs in goat skin and identified regulatory mRNAs in *cis* and *trans* configuration. A cluster of nine closely related lncRNA target genes related to melanin production and melanin dilution (*TYR, TYRP1, PMEL*) have been identified (Supplementary Table 7). Also, three similar lncRNAs targets *DCT, TYRP1*, and *TYR* that are evolved from a common ancestral Tyrosinase gene were also identified, which suggests that the Tyrosinase family genes could be involved in the functional evolution of these lncRNAs. Furthermore, *FZD4* and *WNT3A*, which are the member of WNT signaling pathway, are regulated by ‘*LOC102186545*’ lncRNA in *trans* configuration, suggesting that lncRNAs are functionally conserved with respect to their targets.

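LOC102186545 lies on chromosome 25 from 2326192 to 2327960, away from WNT3A and FZD4 on other chromosomes. Its FPKM was 6.03 in white, 5.80 in brown and 13.5 in black skin. The log2 ratio was -1.17 for white over black and -1.22 for brown over black, with p-values of 0.0379 and 0.0475 and q-values of 0.324 and 0.358 in the authors' deposited table. Brown over white gave -0.06. The lncRNA was thus highest where WNT3A and FZD4 were lowest. With 1 value for each of 3 colours, this inverse order is shared by every gene that is low in black skin alone, and no correlation was computed.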

We have developed an expression database on coat color genetics in Pashmina goat which provides researcher-friendly web interfaces to query, browse and visualize expression data across different coat colors. It also offers informative and flexible way to display gene expression profiles by specifying a gene name (e.g., *PMEL, TYR, ASIP*). To facilitate visualization of gene expression profiles, enriched GO terms and interactive heat-maps of pathways, scatter-plots, and chord-graphs are used. It is a unique portal for understanding essential biological processes and mechanisms underlying the complex agronomic traits in Pashmina goat. This web portal would provide information to researchers in devising an effective selection and breeding strategy for obtaining desirable coat color(s) that have better acceptability and fetch more prices for the ultra-fine Pashmina fiber.

## Conclusion

In this study, we generated mRNA and lncRNA expression profiles for white, black and brown Pashmina skin by using RNA-sequencing technology. This is perhaps the first report of mRNAs in conjunction with lncRNAs regulating coat color formation in Pashmina fiber; and thus, providing an opportunity for the molecular interventions for controlling the color trait in highly prized fiber like Pashmina.

## Supplementary information

Supplementary Tables and Figures

Supplementary Table 3

Supplementary Table 5

Supplementary Table 6

## Data Availability

The sequencing data were submitted to the Genome Expression Omnibus (GEO) database (Accession Number GSE107249) in NCBI.

How the deposited data were processed for this re-analysis (not part of the article)

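Skin biopsies of 6 female Pashmina goats aged 26 months, 2 white, 2 brown and 2 black, were taken for RNA sequencing. According to the paper, the authors cleaned the reads (quality over 20, length over 25), aligned them to the goat genome from NCBI with TopHat 2.1.0 and a Bowtie 2.2.6 index (the submitters' notes name Bowtie2 version 2), allowed 1 mismatch in the seed and reported all positions of reads that map to several places. Transcripts were assembled and measured with Cufflinks 2.2.1 and colours were compared with CuffDiff.

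The deposited table is a gene comparison table of CuffDiff with 26938 loci and 3 comparisons. Its FPKM values were made by the authors with Cufflinks as fragments per kilobase of exon scaled to the number of mapped fragments, 1 value per colour over its 2 goats; how libraries were normalized is not stated. The log2 fold changes were computed by the authors as the log2 ratio of the FPKM of the colours. The score of each test, CuffDiff's test statistic, is the authors' and carries the sign of the fold change. The p-value of each locus is the authors' unadjusted one, with a smallest value of 5e-05. The deposited q-value was checked and equals a Benjamini-Hochberg adjustment by the authors over the 42995 tests of all comparisons together, to within 5.26e-07. Values per goat, counts and errors were not used here, so no SD is given.

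Log2 ratios were recomputed from the FPKM values as white over black, brown over white and brown over black. A gene was called where the authors' p was under 0.05 and the absolute log2 ratio at least 1, with FPKM above 0 in both colours. Tested genes listed at 0 in one colour, 23, 35 and 17 of which had a p under 0.05, were left out and counted in one alternative. Ratios relative to the median had the median of tested genes with an FPKM of at least 1 in both colours subtracted. Calls on scaled ratios keep the authors' p of the unscaled ratio. For ratios with the locus span taken into account, the median of each of 20 bins of span was subtracted. Percentiles of a gene are among tested genes of similar mean expression, in 20 bins.

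Gene symbols were matched to a goat annotation of another build, used for names, classes and order only: of 26749 loci with 1 gene name, 24413 were matched; 180 loci hold several names and 9 none. Each sequence was assigned the chromosome most of its gene names have there (30 chromosomes, lowest share 68%). With this annotation, and Supplementary Table 3 for symbols missing in it, 958 loci were classed as lncRNA and 18588 as protein coding. Neighbours of lncRNAs were counted within 100 kb between the ends of loci.

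There were 36 gene lists. Before the data were examined, but after the paper's text, its Fig. 3 and the start of its Supplementary Table 3 were read, 35 were written from general knowledge: melanin synthesis and melanosome structure, melanosome biogenesis and transport, melanocyte specification and survival, pigment type switching, melanogenesis pathway, Wnt ligands, receptors and regulators, inflammatory cytokines and acute mediators, neutrophil, T cell, B cell and plasma cell, macrophage and dendritic cell, mast cell, red blood cell, skeletal muscle, smooth muscle, adipocyte, sebaceous gland, sweat gland, endothelial, fibroblast and dermal matrix, Schwann cell and basal epidermis markers, epidermal differentiation, hair shaft keratins and keratin-associated proteins, inner root sheath, hair matrix and anagen regulators, dermal papilla, hair follicle stem cell and telogen, cell proliferation, immediate early and stress genes, circadian clock, reference genes, mitochondrially encoded genes, ribosomal proteins and collagens. The last list holds the genes of the Fig. 3 heat map. Calls in a list were compared with the other tested genes by Fisher's exact test, two-sided, adjusted by Benjamini-Hochberg over 107 tests, and the list's median log2 ratio was ranked among 10000 random lists matched on expression (seed 1). Calls were also counted with the authors' p adjusted over the list alone.

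Genes are named by a rule set beforehand: every gene the paper's text, Fig. 2 or Fig. 3 names; per comparison the 10 largest rises and the 10 largest falls among calls with an authors' q under 0.05, a symbol that does not start with LOC and an FPKM of at least 1; per list and comparison up to 4 called genes with the largest change and up to 2 uncalled ones with the highest FPKM; and the called lncRNAs with the largest rise and fall. Genes named outside it are marked where they appear.

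Overlaps between comparisons were set beside 100 simulations with no difference between colours, in which each colour's value enters both of its comparisons. The calling and list steps were tested on simulated data: of 200 genes changed by a log2 ratio of 3, 94%, 95% and 96% were called in the 3 comparisons, and of unchanged genes 3.30%, 3.20% and 3.13%. There both errors and p-values came from a normal distribution. In the authors' table a p of 0.05 falls at a CuffDiff test statistic of about 1.43, lower than in the simulation. These shares therefore check the steps and are not error rates of the authors' calls. Intervals of differences between medians are from 10000 bootstrap draws over genes, and 2000 for the comparison by span. Those of shares of genes are Wilson binomial intervals, which treat genes as independent. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

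Alternatives were the authors' q in place of p, an adjustment within each comparison, an absolute log2 ratio of at least 2, no fold threshold, an FPKM of at least 1 in at least 1 colour, 1 or 0.1 added to each FPKM, ratios relative to the median or to the reference genes, removal of loci with several names or unplaced, windows of 50 and 200 kb, the lncRNAs of the paper's tables, and levels above 0 only. The subtraction by span, the inclusion of genes at 0, the removal of the lncRNA with the most called neighbours and the authors' q for lncRNAs as well as their neighbours were added after the data were seen. The paper gives the number of reads per sample; how many fell on a gene is not known here, so the precision of single FPKM values was not computed. The qPCR values, the transcript assembly with its lengths and exons, and correlations between lncRNAs and genes were not analysed here.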

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

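Skin is a mixture of cells, and changes outside the pigment genes can come from regulation within cells or from the share of a cell type. Transcripts of the hair fibre and of collagen were higher in white skin, some neutrophil markers were higher in black skin, and genes that cells switch on within minutes of a stimulus were higher in brown skin. The results below drew attention because they lie in genes that the paper does not discuss and passed a test there. The tests of whole follicles and of blood were set before their results were seen; those of scaling, locus span, dividing cells, shared keratin reads and leukocytes were chosen after the result was seen. The p-values of lists are from Fisher's exact test, two-sided, adjusted over all lists, and genes of one list are not independent. Each colour has 1 value from 2 goats, so the number of goats that show a direction is unknown.

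Hair genes were higher in white skin. Of 10 tested hair shaft keratins and keratin-associated proteins, 6 were higher in white than in black (adjusted p = 0.00142, median log2 ratio 1.31; 4 adjusted over the list alone, 4 at the authors' q) and 6 were lower in brown than in white (adjusted p = 2.58e-05, median -1.14; 5 adjusted over the list alone, 2 at the authors' q); 1 was higher in brown than in black (adjusted p = 0.475, 1 under either adjustment). Of 8 inner root sheath genes, 4 were higher in white than in black (adjusted p = 0.0206, median 1.32; 4 under either adjustment) and 4 lower in brown than in white (adjusted p = 0.00243, median -0.90; 4 adjusted over the list alone, 2 at the authors' q); none was called in brown against black (adjusted p = 1). Of 14 hair matrix and anagen regulators, 9 were higher in white than in black and 1, FOXI3, was lower (adjusted p = 1.50e-06, median 1.02; 9 and 1 adjusted over the list alone, 3 and none at the authors' q). These numbers were 4 and 1 relative to the median and 5 and 1 with span medians subtracted. In brown against white 3 were lower and 1 higher (adjusted p = 0.0157, median -0.78; 2 and 1 adjusted over the list alone, 1 and none at the authors' q), and none was called in brown against black (adjusted p = 1). With calls at the authors' q, the hair matrix list passes in neither comparison (adjusted p 0.111 and 0.665), and the hair shaft (0.0728) and inner root sheath (0.0615) lists no longer pass in brown against white.

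A larger share of whole follicles in the white biopsies would raise all parts of the follicle alike. The hair shaft median of white over brown lay above that of 10 dermal papilla genes by 1.04 (95% interval 0.37 to 2.07) and above that of 7 stem cell and telogen genes by 0.92 (0.24 to 1.63). These intervals come from draws over genes, which are not independent, and not over goats. In the pooled biopsies hair shaft genes thus rose more in white over brown than these lists did. Whether these lists follow the share of follicles in a biopsy was not tested, so the differences do not decide on whole follicles as the source. They cover white over brown only, and their spread between goats is unknown. More dividing matrix cells would raise proliferation genes, but in white over brown their median lay at percentile 0 of random lists. The 9 hair matrix genes higher in white than in black are not keratins, so reads shared between near-identical keratins cannot account for them. Relative to the median 4 were higher, and 5 with span medians subtracted. The limit of 3 for this test was set after the result was seen, so passing it decides nothing. Shared reads as the source of the hair shaft and inner root sheath results were not tested. A difference in the stage of fibre building at the same season may remain, as may a difference between the goats other than colour; neither was tested, and each colour has only 2 goats.

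Few genes of the lists used in these tests were called, but some of the medians lay far out among random lists. That of proliferation genes was at percentile 100 in brown over white and 97.6 in brown over black. For dermal papilla genes it was at 0.2 in white over black. Of 10 dermal papilla genes 1 was higher and 1 lower in white than in black (Fisher's exact test, adjusted p = 0.513, median -0.22) and 2 were higher in brown than in white (adjusted p = 0.203, median -0.10), none under either adjustment, and none was called in brown against black (adjusted p = 1). Of 7 stem cell and telogen genes 1 was higher in white than in black (Fisher's exact test, adjusted p = 0.820, 1 adjusted over the list alone) and 1 lower in brown than in white (adjusted p = 0.539, none under either adjustment); of the 6 tested in brown against black none was called (adjusted p = 1). Of proliferation genes none of 27 was called in white against black (Fisher's exact test, adjusted p = 0.255, median 0.02), none of 28 in brown against white (adjusted p = 0.940, median 0.38) and 1 of 28 was higher in brown than in black (adjusted p = 0.820, none under either adjustment).

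Some neutrophil markers were lower in white and brown than in black. Of 7 tested, 4 were lower in white (adjusted p = 0.0132, median -1.63; 3 adjusted over the list alone, 1 at the authors' q) and 3 lower in brown (adjusted p = 0.00406, median -0.39; 1 adjusted over the list alone, none at the authors' q). With calls at the authors' q neither comparison passes (adjusted p 0.820 and 1). In brown against white, 1 of 4 tested was higher (Fisher's exact test, adjusted p = 0.376, none under either adjustment). CSF3R had 0.548 FPKM in white, 0.826 in brown and 2.17 in black skin and CXCR1 0.857, 0.921 and 2.64. Markers with higher FPKM did not share this pattern. AQP9 had 30.2 FPKM in white, 19.4 in brown and 23.0 in black skin, and CXCR2 6.31, 8.61 and 8.64. Neither was called. TREM1 is also in the list of inflammatory mediators. This pattern goes with the lower inflammatory mediators in white than in black skin.

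For those mediators, leukocytes of every kind in the black biopsies are argued against: in white over black the medians lay at percentile 71.8 of random lists for T cell markers, 10.3 for B cell and plasma cell markers and 83.6 for macrophage and dendritic cell markers, and only that of neutrophil markers at 0. Neutrophils alone stay open as a candidate source, in blood or in tissue, though not all of their markers moved. Cells other than leukocytes were not tested as a source. Scaling between colours cannot be tested by counting calls relative to the median. That step subtracts 0.23 from every ratio of white over black, so the 12 mediators called lower had to stay called. The count of 13 found therefore decides nothing. One factor common to all genes would shift random lists alike, and the median of the mediators, -0.69, lay below all of them. Blood in the black biopsies cannot be told apart: of the red blood cell list only SLC4A1 was tested, with a log2 ratio of white over black of 1.88 (adjusted p = 0.249) and of brown over white of -1.46 (adjusted p = 0.133), 1 gene called in each and none at the authors' q. It was higher in white, against the direction that blood in the black biopsies would give, but a single gene at 1.88 FPKM has no spread to judge it by. Inflamed skin of the black goats, apart from their colour, remains untested.

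Other leukocyte lists moved in brown skin. In brown over black no T cell or macrophage and dendritic cell marker was called. Their medians were still low there, -0.44 and -0.31, at percentiles 0.04 and 0 of random lists. Of 10 T cell markers 3 were lower in brown than in white (ICOS, CD3D and CD4; Fisher's exact test, adjusted p = 0.0361, median -0.79; none under either adjustment; 2 were lower relative to the median and 2 with span medians subtracted, where the adjusted p was 0.209 and 0.206 and the list no longer passes), with none called in white against black (adjusted p = 0.923) or among 8 in brown against black (adjusted p = 1). Of 10 macrophage and dendritic cell markers 3 were lower in brown than in white (adjusted p = 0.0361, median -0.62; 3 adjusted over the list alone, 2 at the authors' q), 1 was lower in white than in black (adjusted p = 1, 1 adjusted over the list alone, none at the authors' q) and none was called in brown against black (adjusted p = 1). Of 3 B cell and plasma cell markers, 2, JCHAIN and CR2, were higher in brown than in black (adjusted p = 0.0110, median 1.86; 2 adjusted over the list alone, none at the authors' q); 1 of 4 was higher in white than in black (adjusted p = 0.624) and 1 of 4 in brown than in white (adjusted p = 0.376), 1 each adjusted over the list alone. With calls at the authors' q none of these lists passes: the adjusted p was 1 for T cell markers and 0.0728 for macrophage and dendritic cell markers in brown against white, and 1 for B cell and plasma cell markers in brown against black. Of 2 sweat gland markers, KRT77 was lower (log2 ratio -1.59) and KCNN4 higher (2.5) in brown than in white (adjusted p = 0.0113), both also adjusted over the list alone and neither at the authors' q (adjusted p 1 then), so the list has no direction; 1 tested marker was higher in white than in black (adjusted p = 0.249), and none of 2 was called in brown against black (adjusted p = 1).

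Immediate early and stress genes were highest in brown skin. Of 16 tested, 5 were higher in brown than in white (adjusted p = 0.00406, median 0.45; 5 adjusted over the list alone, 4 at the authors' q) and 4 higher in brown than in black (adjusted p = 0.00406, median 0.36; 4 under either adjustment). In white against black 4 were higher and 1 lower (Fisher's exact test, adjusted p = 0.0549, the same numbers under either adjustment), but relative to the median 1 was higher and 3 were lower, so the direction there changes with the scaling. The list passes there with calls at the authors' q (adjusted p 0.00705) and with span medians subtracted (0.0471, 3 higher and 1 lower). FOSB had a log2 ratio of brown over black of 2.54, the largest rise among genes with an authors' q under 0.05 and a symbol that does not start with LOC, with 10.5 FPKM in brown, 6.65 in white and 1.81 in black skin. These genes respond to handling and to the time between sampling and freezing, which was not tested.

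Collagens were higher in white skin. Of 28 tested, 11 were higher in white than in black and none was lower (adjusted p = 0.000491, median 0.86; 11 adjusted over the list alone, 5 at the authors' q; 8 relative to the median and 7 with span medians subtracted), and 5 were lower in brown than in white (adjusted p = 0.0361, median -0.37; 4 adjusted over the list alone, 2 at the authors' q); 1 of 27 was higher in brown than in black (adjusted p = 0.820, 1 under either adjustment). With calls at the authors' q the list passes neither in white against black nor in brown against white (adjusted p 0.0615 and 0.322). The median of 13 fibroblast and dermal matrix markers, which include several of these collagens, moved alike. It was 0.99 for white over black (percentile 100 of random lists) and -0.43 for brown over white (percentile 0.09). Whether the share of fibroblasts differed was not tested. COL6A5 was the extreme collagen, with log2 ratios of 5.41 for white over black and -3.89 for brown over white. Single genes with large changes were TNFRSF11B (5.21 for white over black), MMP1 (4.54 for brown over white) and C28H10orf99 (-3.01 for brown over black). Of 74 ribosomal protein genes none was called in any comparison. For white against black this is fewer than among other genes (Fisher's exact test, adjusted p = 0.00406, median -0.08); for brown against white the adjusted p was 0.139 (median 0.06) and for brown against black 0.514 (median 0.02). The adjusted p for white against black was 0.0899 after the median of loci of similar span was subtracted and 0.322 with calls at the authors' q, so it does not hold under these.

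More genes were called higher in white and in brown than in black. One scaling factor per colour as the only cause of the shift is argued against, since the median log2 ratio of loci over 100 kb exceeded that of loci of up to 3 kb by 0.60 for white over black (95% interval 0.55 to 0.64) and by 0.53 for brown over black (0.49 to 0.56). Whether the span shifts long genes as a whole cannot be decided: in the expression class, of 4, with the lowest share, 70.4% of genes over 100 kb lay above the median of all genes for white over black and 71.7% for brown over black, between the 60% and 75% set as bounds. After the median of loci of similar span was subtracted, 56.3% of the genes that still differed by at least 2-fold were higher in white than in black (95% interval 52.6 to 59.9) and 43.1% in brown than in black (36.9 to 49.5). These intervals treat genes as independent, which they are not. As deposited the shares were 83.3% and 73.9%, and with a single median subtracted 59.5% and 44.8%. The fall in these shares therefore comes with a shift common to all genes as well as with one by span, and a change with span as the whole cause of the excess cannot be told apart from a common shift by this test. Why ratios rise with span was not tested, and a biological difference between the colours stays open.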

How the results depend on the processing

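The subtraction of span medians was chosen after the data were seen, as were counting genes listed at 0 in one colour, leaving out the lncRNA with the most called neighbours and calling lncRNAs as well as their neighbours at the authors' q; the other alternatives were set before. For every change below without a stated reason the cause was not tested. No paired analysis was possible because the deposited table has no value per goat; for the same reason leaving out each goat and the replicate block were not run.

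The number of called genes depends on the threshold by construction. At the authors' q there were 643 between white and black (565 higher, 78 lower), 242 between brown and white (62, 180) and 80 between brown and black (57, 23). Adjusted within the comparison there were 859 (751, 108), 205 (48, 157) and 35 (21, 14), at an absolute log2 ratio of at least 2, 175 (129, 46), 95 (33, 62) and 42 (19, 23), and with no fold threshold 2925 (2531, 394), 1472 (541, 931) and 1393 (1246, 147). With 1 added to each FPKM there were 754 between white and black (604 higher), 438 between brown and white (307 lower) and 143 between brown and black (80 higher). Relative to the median, 732 were higher in white and 160 in brown than in black. Relative to the reference genes, 105 were higher and 789 lower in brown than in white, and 188 higher in brown than in black. With span medians subtracted there were 804 between white and black (554 higher) and 194 between brown and black (99 higher). An FPKM of at least 1 in 1 colour, 0.1 added to each FPKM, removal of loci with several names or unplaced, and counting genes at 0 left every one of these counts within 1.5 times its value.

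At the authors' q, 42 calls were shared in direction by white and brown over black, 167 by white over both others and 12 by brown over both others. Of gene lists and comparisons, 31 had an adjusted p under 0.05, and 11 at the authors' q. There, fewer calls enter each test. The adjusted p of melanin synthesis was 0.379 for white against black and 0.104 for brown against white, that of the melanogenesis pathway 0.511 for white and 0.0615 for brown against black, and that of Wnt genes 1 and 0.774. With span medians subtracted it was 0.0820 for the pathway in brown against black, and 0.102 and 0.127 for Wnt genes in white and brown against black. Without the lncRNA with the most called neighbours, LOC106503218, the test of called neighbours of lncRNAs no longer passed (Fisher's exact test, p = 0.173), since 17 of the 34 called neighbours lie around it, nor did it with lncRNAs and neighbours at the authors' q (Fisher's exact test, p = 0.645), where 7 lncRNAs remain. The heat map genes, 5 higher and 6 lower in brown than in white, had 2 higher and 1 lower at the authors' q. The larger count was then that of higher genes, no gene changed its direction, and the list no longer passed (Fisher's exact test, adjusted p = 0.0913). Of all other tests of lists under these alternatives, 392 kept their direction and side of the threshold, 32 lost it and 3 gained it. Of list medians 417 stayed, 6 became stronger and 5 weaker.

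Over all named genes and comparisons, 255 calls became 133 at the authors' q. Over the alternatives, 2385 single results kept their direction and side of the threshold, 280 lost it and 7 gained it; none reversed. The median log2(FPKM + 1) of protein-coding over lncRNA loci was 1.84 in white, 1.85 in brown and 1.70 in black skin, and 0.31, 0.68 and 0.35 with the paper's lncRNAs alone, which were chosen by a test between colours. The depth behind a gene is not known here, and low values are the least certain: with 1 added to each FPKM, 76 calls of named genes lost the fold threshold.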

Differences from the paper's values

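The paper gives an ASIP change of 6.167 for white over black, and the log2 ratio of the FPKM values is 7.65; for brown over black the paper gives 5.511, and the ratio is 7.02. The paper's numbers equal the test statistics of ASIP in the authors' deposited table, 6.17 and 5.51. With 1 added to each FPKM the ratios were 6.56 and 5.94, and relative to the median 7.42 and 6.82; all of these are above the paper's values and differ from them.

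The paper counts 33 DEGs in the melanogenesis pathway. Of the pathway list used here, 19 of 75 tested genes were called at the paper's thresholds and 7 at the authors' q, and both differ. The paper's own tables have other counts than 33: Supplementary Table 5 counts 18 genes in this pathway, close to the 19 here, and Supplementary Table 6 counts 19 among lncRNA targets, of which 16 are among the 19 called here. The list was written from general knowledge and is not the paper's version of the pathway.

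The paper counts 227 protein-coding genes within 100 kb of differentially expressed lncRNAs, against 138 here. Within 50 kb there were 72, and around the 7 lncRNAs called at the authors' q 27, which also differ; within 200 kb there were 244, which does not. With the paper's own lncRNAs, an alternative not among those set for this count, there were 150 within 100 kb. In Supplementary Table 6, 129 of 254 entries lie within 100 kb of their lncRNA in the deposited table.

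The paper names MYO5A, RAB27A, MLPH, MATP and SLC24A5 as lower in white skin. None was called lower; the log2 ratios of white over black were 0.47, -0.33, 0.35, -0.22 and 0.47, and the enzymes named with them, TYR (-1.49), TYRP1 (-6.35) and DCT (-1.26), were lower. The paper has FZD4 higher in brown than in black; its log2 ratio of 0.82 is below the fold threshold, while WNT3A (1.79) passes, and FZD4 is called with no fold threshold. The paper places TYR and TYRP1 highest among coat colour genes in black against white skin. Of the 6 heat map genes lower in white, TYRP1 had the largest change (-6.35), followed by PMEL (-3.03), SLC11A1 (-1.99), SLC17A9 (-1.50), TYR (-1.49) and DCT (-1.26), and black FPKM was 30.9 for PMEL, 9.79 for TYRP1 and 1.98 for TYR. Fig. 2 marks MITF in brown against black and EDNRB in white against black, where the log2 ratios were 0.87 and 1.00 (just under 1); both pass with no fold threshold. The legend of Fig. 3 gives log10, while the values match natural logarithms of FPKM: for KITLG 2.33 in white, 2.30 in brown and 1.40 in black skin, where the log10 value for black skin would be 0.607.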

Other observations

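Lists of genes of the dermis, of the daily clock and of mast cells each held some genes called higher in white than in black skin, and none of these lists passed its test at the paper's thresholds, though the clock list did with calls at the authors' q. No gene of these lists was called between brown and black skin, and few markers of muscle, nerve and vessels were called in any comparison.

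Adjusted p-values are from Fisher's exact test, two-sided, over all lists, and the counts are at the paper's thresholds. Of 13 fibroblast and dermal matrix markers 4 were higher in white than in black (adjusted p = 0.104, median 0.99, 4 adjusted over the list alone and 2 at the authors' q), 2 lower in brown than in white (adjusted p = 0.286, median -0.43, 1 and none) and none called in brown against black (adjusted p = 1, median 0.37). Of 14 circadian clock genes 4 were higher in white than in black (adjusted p = 0.130, and 0.0277 with calls at the authors' q; median 0.61, 4 under either adjustment), 3 lower in brown than in white (adjusted p = 0.0812, median -0.42, 3 adjusted over the list alone and 2 at the authors' q) and none called in brown against black (adjusted p = 1, median 0.19). PER1 had 20.3 FPKM in white, 7.24 in brown and 8.96 in black skin, and DBP 31.7, 12.4 and 12.1. These genes change with the hour of the day, and the paper states that all goats were sampled at the same time point. Only 2 fibroblast, 2 clock and 1 mast cell genes were higher in white than in black relative to the median. Of 4 mast cell markers 2 were higher in white than in black (adjusted p = 0.140, median 0.81, 2 adjusted over the list alone and 1 at the authors' q), and none was called in brown against white (median -0.37) or brown against black (median 0.44), with an adjusted p of 1 in both.

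In lists of other tissues few genes were called, but some of the medians lay far out among random lists. Order is white over black, brown over white, brown over black. The percentiles of smooth muscle markers were 94.8, 0.12 and 0.02, and those of sebaceous gland markers 58.1, 0.02 and 1.2. Those of the other lists of this paragraph lay between 4.05 and 76.7. Whether the share of these tissues differed was not tested. Skeletal muscle markers (3 tested) had medians of -0.19, -0.10 and -0.26 and no call. Of 8 smooth muscle markers 1 was lower in brown than in white (adjusted p = 0.592, 1 adjusted over the list alone, none at the authors' q; medians 0.39, -0.56 and -0.30). Of 5 adipocyte markers 1 was higher in white than in black (Fisher's exact test, adjusted p = 0.696) and 1 lower in brown than in black (adjusted p = 0.286), none under either adjustment (medians 0.07, -0.38 and 0.21). Of 9 sebaceous gland markers 1 was lower in brown than in white (Fisher's exact test, adjusted p = 0.629, 1 under either adjustment; medians 0.10, -0.59 and -0.12). Of 9 endothelial markers ACKR1 was lower in white (Fisher's exact test, adjusted p = 1) and in brown (adjusted p = 0.442) than in black, under either adjustment (medians 0.38, -0.01 and 0.17). The 8 Schwann cell markers had medians of 0.08, 0.05 and 0.31 and no call.

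Of 6 basal epidermis markers 1 was higher in white (adjusted p = 0.760) and 1 in brown (adjusted p = 0.332) than in black, each also adjusted over the list alone and not at the authors' q (medians 0.69, 0.09 and 0.71). Of 17 epidermal differentiation genes 2 were higher in white than in black (adjusted p = 0.990, 2 adjusted over the list alone and 1 at the authors' q) and 2 lower in brown than in white (adjusted p = 0.399, 2 and none), with none called in brown against black (medians 0.27, -0.17 and -0.14). Among random lists the basal epidermis medians lay at percentiles 99.2, 54.9 and 100, and the epidermal differentiation medians at 96.7, 2.6 and 0.09. None of 14 reference genes was called (medians -0.14, 0.28 and 0.13), nor any of the 4 mitochondrially encoded genes tested (medians -0.24, 0.24 and 0.18). Of the 13 in the latter list, 11 lie in loci that hold several genes.

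LOC106502857, a predicted protein-coding gene on chromosome 14 that was picked out after its values were seen, made up 66.1% of the sum of FPKM in white, 37.2% in brown and 60.3% in black skin. Without it the sums were 741548 in white, 725292 in brown and 686543 in black skin. Its log2 ratio was 0.47 for white over black, -1.75 for brown over white and -1.28 for brown over black.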
